# Distance-depending transcriptome changes of pancreatic stellate cells in paracrine pancreatic ductal adenocarcinoma co-culture models

**DOI:** 10.1038/s41598-024-68148-6

**Published:** 2024-08-04

**Authors:** Anais Zourelidis, Bogusz Trojanowicz, Yoshiaki Sunami, Gerd Hause, David Vieweg, Jörg Kleeff

**Keywords:** Cancer, Gastrointestinal cancer, Pancreatic cancer

## Abstract

Pancreatic stellate cells (PSC) are one source of cancer-associated fibroblasts (CAF) and play, therefore, an essential role in pancreatic ductal adenocarcinoma (PDA). Paracrine signalling between PDA cells and CAF has been widely studied, yet external influences on paracrine crosstalk are poorly understood. This study aimed to gain a deeper insight into the communication of PSC and cancer cells under different co-culture conditions via analysis of PSC gene expression profiles. Two contactless co-culture models with tumor cells from the p48-Cre; lox-stop-lox-Kras^G12D/+^; lox-stop-lox-Trp53^R172H/+^ mouse model (KPC) and murine PSC separated through a microporous membrane and grown in different compartments (standard co-culture) or on different sides of the same membrane (inverse co-culture), were established. RNA-Sequencing analysis of PSC mRNA was performed 24 h and 72 h after co-culture with KPC cells. For selected genes, results were confirmed by quantitative RT-PCR and immunocytochemistry. Standard co-culture displayed 19 differentially expressed genes (DEG) at 24 h and 52 DEG at 72 h. In inverse co-culture, 800 DEG at 24 h and 2213 DEG at 72 h were enriched. PSC showed great heterogeneity in their gene expression profiles; however, mutually regulated genes of both co-cultures, such as VCAN and CHST11, could be identified. VCAN-protein–protein interaction-network analysis revealed several shared genes between co-culture models, such as SDC4 and FN1. In conclusion, PSC show a varying susceptibility to cancer cell signals depending on the co-culture method, with intensified transcriptome changes with closer proximity.

## Introduction

Pancreatic cancer is on the rise and thus has been estimated to become the third most frequent cause of cancer-related deaths in the European Union by 2025^1^. Late diagnosis of pancreatic ductal adenocarcinoma (PDA) often results in an advanced disease stage with limited therapeutic options^2^. Therefore, early detection and a better understanding of the mechanisms that lead to initiation and progression of PDA are needed. A dense hypo-vascular and desmoplastic stroma is characteristic of PDA. With limited diffusion and convection, it functions as a mechanical and molecular barrier against potential therapies^3^. Pancreatic stellate cells (PSC) represent only a small part of pancreatic cells in the non-diseased pancreas, yet they play an essential role in tissue homeostasis and maintaining tissue structure^4^.

Most importantly, PSC are believed to be one of the sources of so-called cancer-associated fibroblasts (CAF), which are recruited early during tumorigenesis. CAF can progressively impact tumor growth and modulate invasiveness, metastasis, and response to therapy in murine models^5^. However, complete depletion of CAF in mice resulted in a more aggressive tumor type and reduced overall survival. Therefore, tumor suppressive features of CAF are also discussed^6^. Although PDA is a molecularly heterogeneous disease, key mutations of the protooncogenic gene Kras occur in over 90%, and mutations of the tumor suppressor gene Trp53 can be found in over 50–70% of cancers^2^. The so-called KPC mouse model, first established by Hingorani et al.^7^, harbors Kras^G12D/+^ and Trp53^R172H/+^ mutations in the progenitor cells of the mouse pancreas. KPC mice develop invasive tumours after 2–3 months and mimic clinical features of the human disease like metastasis and cachexia. PDA co-culture models have been widely used to study the interactions between cancer cells and PSC^8–10^, yet these models often do not allow a separate analysis of cell types and do not focus on the distance of the cell types. Furthermore, a variety of complex processes are occurring at the cancer basement membrane, with PSC/CAF and cancer cells directly interacting. Even basement membrane destruction through PSC has been reported in in-vitro PDAC organoid models^11^.

Paracrine signalling is defined as secretion from soluble signalling molecules from one cell affecting another cell in the immediate surroundings via diffusion. However, the exact effective reach is not defined due to complex and varying circumstances in vivo. Different concentrations of signalling molecules and the specific features of secreted factors have been discussed as reasons for a variable operating distance^12^. This study aimed to investigate early paracrine communication between PSC and KPC cells and the early changes of the stromal components under different conditions, represented by two different co-culture models. Therefore, we established two spatially separated co-culture models, where the exchange of soluble molecules was enabled, but PSC-KPC contact was prevented. This setup allowed reliable extraction of PSC RNA with high purity and investigation of PSC in direct, contactless proximity to cancer cells, which offered a new approach to investigating PSC/CAF-cancer cell interactions.

## Methods

### PSC isolation

Mouse experiments were approved by the Martin-Luther University Halle-Wittenberg (Nr. K2aM3) and conducted according to the guidelines of the European Parliament 2010/63/EU and ARRIVE guidelines. PSC isolation was performed by Nycodenz gradient centrifugation as described by Apte et al.^13^ with slight modifications. PSC were isolated from pancreata of 7–10-week-old wild-type C57BL/6 J mice from Charles River Laboratories (Sulzfeld, Germany). Mice were euthanized by cervical dislocation, and the PSC isolation directly followed. Subsequently, pancreata were carefully dissected in sterile fashion using blade, forceps, and scissors. All connective and excess tissue was removed from pancreas, specimens were transferred in a tube with 30 ml HBSS (Gibco, UK, catalogue number (cn) 14175095) and transported to working cell bank on ice. For each isolation, 4–10 pancreata were pooled, considering an equal gender ratio to balance out any possible effects of sex. After dissection of the pancreas, an enzyme solution with 10% collagenase P (Roche, Germany, cn 11213857001), 10% pronase (Roche, Germany, cn 11459643001), and 1% DNase (Machery-Nagel, Germany, 740963) in 10 ml GBSS was injected at multiple sites of the tissue with a 26 Guage syringe. GBSS was prepared according to the published protocol by Apte et al.^14^. Pancreata were then digested within the remaining enzyme solution for 7 min in a shaking water bath at 37° C. Lids of tubes were sealed with foil to prevent contamination. After dicing up the tissues finely with a scalpel, another digestion for 20 min at 37° C followed. The mixture was filtered through a 100 µm cell strainer. The filter was washed twice with HBSS. The filtrate was centrifuged at 450 g for 6 min at 4° C. The supernatant was discarded, and the pellet was washed once with GBSS solution. The pellet was then resuspended with 4.75 ml GBSS with 0.3% BSA (Sigma, Germany, A9418), and 4 ml of a 28.7% solution of Nycodenz (Alere Technologies AS, Norway, cn 1002424) in GBSS without NaCl was added. Carefully, 3 ml of GBSS with 0.3% BSA was layered on the suspension. The sample was centrifuged at 1400 g for 20 min at 4° C without deceleration. The white fluffy layer in between the levels was collected using a pipette. Harvested cells were then washed in GBSS. The pellet was finally resuspended with DMEM low glucose medium (Sigma-Aldrich, Germany, cn D5546) supplemented with 40% Nutrient mixture F12 (Gibco, UK, cn N6658), 16% FBS (Sigma-Aldrich, Germany, cn S0615), 1% Amphotericin B (Sigma-Aldrich, Germany, cn A2942) and 1% penicillin/streptomycin (Gibco, UK, cn 15140122). The culture medium was changed between 24 and 48 h for the first time, depending on attachment of cells controlled via light microscopy.

### Cell culture

PSC were cultured in DMEM low glucose medium (Sigma-Aldrich, Germany, cn D5546) supplemented with 40% Nutrient mixture F12 (Gibco, UK, cn N6658), 16% FBS (Sigma-Aldrich, Germany, cn S0615), 1% Amphotericin B (Sigma-Aldrich, Germany, cn A2942) and 1% penicillin/streptomycin (Gibco, UK, cn 15140122). A few days after isolation, a medium without Amphotericin B was used. PSC were used for experiments between the first and second passages. The KPC cell line was provided by Bo Kong, MD, PhD (University of Heidelberg, Germany) and was derived from a female, 18 week old p48-Cre; lox-stop-lox-Kras^G12D/+^; lox-stop-lox-Trp53^R172H/+^ mouse model. KPC cells were cultured in DMEM high glucose medium (Sigma-Aldrich, Germany, cn D5796) supplemented with 10% FBS and 1% penicillin/streptomycin. KPC cells were used for experiments between the first and 15th passages. All cells were cultured at 37° C in 5% CO_2_.

### Co-culture

For paracrine co-cultures sterile cell culture-inserts with a microporous membrane (Greiner, Germany) were employed. For preliminary co-cultures for electron microscopy imaging culture-inserts with 0.4 μm, 1 μm and 3 μm pores were used. Following experiments, including all co-cultures with extracted RNA, were conducted with a culture insert with a microporous membrane with 1 μm pore size. Sterile cell culture inserts with 0.4 μm pores (Greiner, Germany, cn 657640; Pore density: 1 × 10^8^ (cm^2^), membrane thickness: 22 ± 3 μm), 1 μm pores (Greiner, Germany, cn 657610; Pore density: 2 × 10^6^ (cm^2^), membrane thickness: 22 ± 3 μm) or 3 μm pores (Greiner, Germany, cn 657630; Pore density: 0,6 × 10^6^ (cm^2^), membrane thickness: 20 ± 3 μm) were used. The pore membrane material is polyethylenterephthalat (PET), the casing of the culture-insert is Polystyrene. Optical microscope images of the membrane surface show even distribution of pores (Fig. S1). In the standard co-culture PSC were grown in an insert with a porous membrane, separated from KPC cells growing on the bottom of the well allowing exchange of secreted messenger molecules via the culture medium (Fig. 1a,b). For standard co-culture, 24 h prior to the time counting 1 × 10^5^ KPC cells (up to passage 15) were seeded in the bottom of a 6-well dish, covered with 2 ml DMEM high glucose medium (supplemented with 10% FBS and 1% penicillin/streptomycin) and 1 × 10^5^ PSC from wild-type C57BL/6 J mice pancreata (passage 1–2) were seeded separately on top of the porous membrane of a culture-insert and covered with 2 ml DMEM low glucose medium (supplemented with 40% nutrient mixture F12, 16% FBS and 1% penicillin/streptomycin) while 2 ml of the same medium were filled into the lower compartment. Cells were counted with a counting chamber. After 24 h, the culture medium was changed to advanced DMEM/F-12 medium (Gibco, UK, cn 12634010), supplemented with 10% FBS and 1% penicillin/streptomycin, and the co-culture insert with PSC was transferred into the well with KPC cells. An amount of 2 ml medium each was used for each compartment. During the experiment, the culture medium was not changed anymore. For controls, PSC were seeded as well 24 h prior to time counting in the same manner as PSC for co-culture, the media change to advanced DMEM/F-12 medium, supplemented with 10% FBS and 1% penicillin/streptomycin was conducted at time point zero as well. A so-called inverse co-culture model was established to minimize the distance between the two cell types (Fig. 1a,c). In this model, KPC cells grew on the bottom, and PSC grew on top of the same porous membrane. For inverse co-culture, culture-inserts were turned around 180° and placed in a petri dish. Carefully, 0.4 ml of a suspension with 1 × 10^5^ KPC cells in DMEM high glucose medium, supplemented with 10% FBS and 1% penicillin/streptomycin was seeded on top of the membrane. A lid was placed over the construction and the petri dish was incubated for 24 h at 37 °C in 5% CO_2_. Thereafter, the attachment of the cancer cells to the bottom of the membrane was controlled via microscopy and the culture-insert was turned around 180° again. The insert was placed into a 6-well-dish and 1 × 10^5^ PSC were seeded into the culture-insert on top of the membrane. Both compartments contained 2 ml of advanced DMEM/F-12 medium, supplemented with 10% FBS and 1% penicillin/streptomycin. Another 24 h later, the time counting was started. For controls, PSC were seeded as well 24 h prior to time counting in the same manner as PSC for co-culture containing 2 ml advanced DMEM/F-12 medium, supplemented with 10% FBS and 1% penicillin/streptomycin in each compartment. During the experiment, the culture medium was not changed anymore.

**Figure 1:**
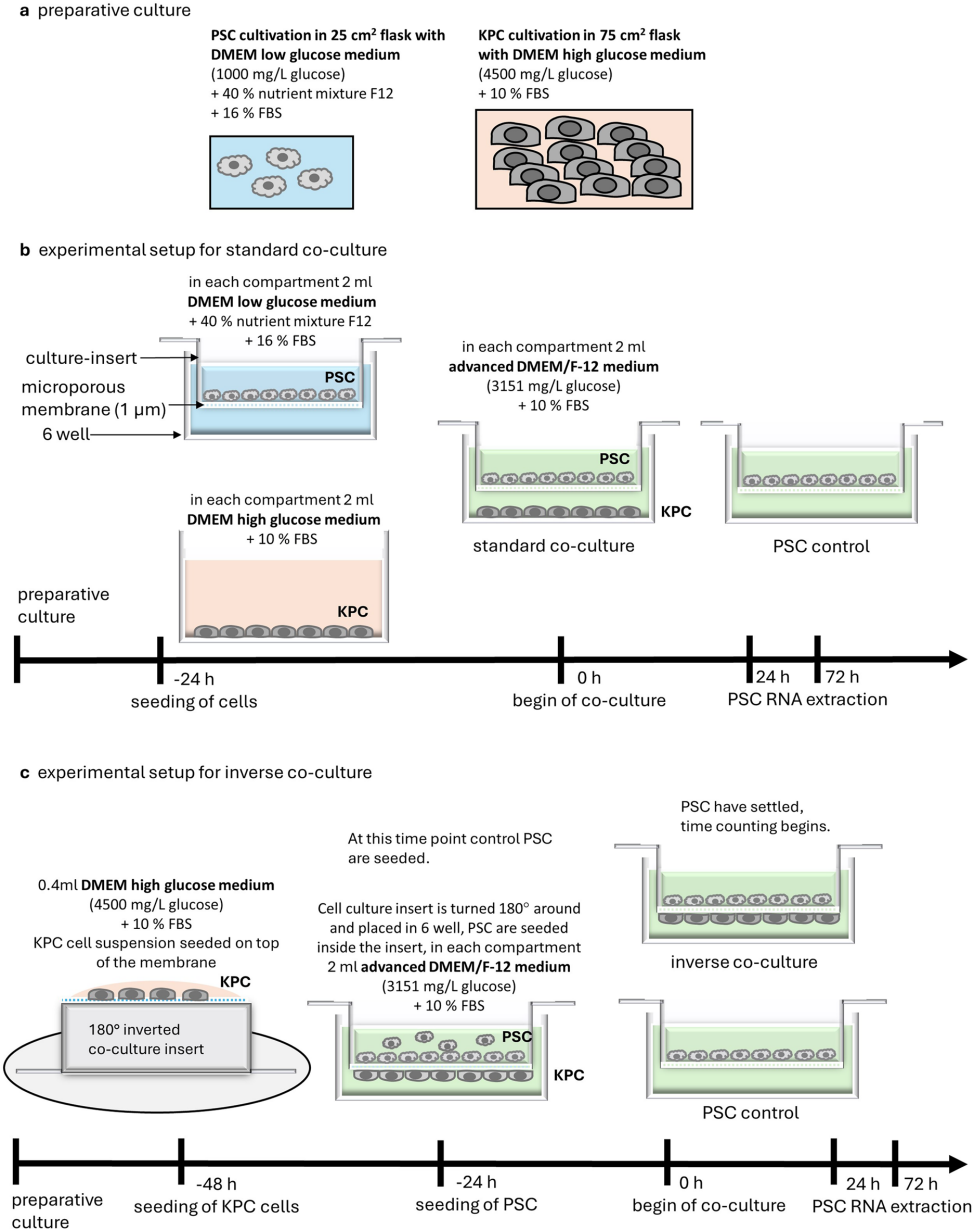
Schematic illustration of contactless co-cultures. Preparative culture of KPC cells and PSC (**a**). Schematic illustration of experimental setup for standard co-culture (**b**) and inverse co-culture (**c**). Each medium contained 1% penicillin/streptomycin.

To allow the same period for settling and attachment of PSC, the total time of PSC and KPC co-existence varied in between standard co-culture and inverse co-culture. Due to technical reasons, in inverse co-culture, KPC had to be grown prior to PSC seeding on the bottom of the membrane, therefore a direct co-existence started immediately after PSC were seeded. This led to a maximum co-existence time of 96 h in inverse co-culture instead of 72 h co-culture in standard co-culture.

### Electron microscopy

PSC and KPC cells were seeded as described above. After 72 h of co-culture, cells were fixed and processed for imaging. Therefore, cells were fixed with 3% glutaraldehyde (Sigma-Aldrich, Germany, cn 340855) in 0.1 M sodium cacodylate buffer (Roth, Germany, cn 51692) for 2 h and washed 2 × with sodium cacodylate buffer. Lipids were stained by a secondary fixation with 1% osmium tetroxide (Roth, Germany, cn 83711) in sodium cacodylate buffer for 30 min. Samples were washed 3 × with water and then dehydrated with 10%, 30%, and 50% ethanol (Fisher chemical, USA, cn 15802544) for each 30 min, followed by incubation with 70% ethanol and 1% uranyl acetate (Chemapol, Czech Republic) for 1 h and incubation with 70% ethanol overnight. After complete dehydration (90%, 100%, 100% for each 30 min) the samples were infiltrated with epoxy resin (ScienceServices, Germany, cn E14115) (Spurr, 1969^15^). Samples were incubated in ethanol: epoxy resin mixture for 3 h with a 3:1 ratio, 4 h with a 1:1 ratio, and overnight with a 1:3 ratio. This step was followed by incubation with 2 × pure epoxy resin for 8 h and polymerization for 12 h at 70° C. Samples were cut in 70 nm slices using an ultramicrotome (Ultracut R, Leica, Wetzlar, Germany), transferred to copper grids, and contrasted with uranyl acetate and lead citrate (Leica, Germany, cn 14450–60-3) with an EMSTAIN-appartus (Leica). The sections were analysed with an EM 900 transmission electron microscope (Carl Zeiss Microscopy, Germany). The acceleration voltage of the transmission electron microscope was 80 kV. Pictures were taken with a Variospeed D camera (SM-1 k-120, TRS, Germany) and ImageSP acquisition software (Unitary Enterpise "SYSPROG", Belarus).

### Immunostaining PDA

Human PDA tissue samples were obtained from patients undergoing surgery for PDA treatment. The study was approved by the ethical committee of the Martin-Luther University, Faculty of Medicine (Nr. 2019–037). All patients and persons involved in this study gave written informed consent. The study was performed according to the rules of the Declaration of Helsinki. Paraffin sections with human PDA were dewaxed with incubation in Neoclear (Sigma-Aldrich, Germany, cn 64741–65-7) for 20 min, followed by incubation in 100%, 96%, and 70% ethanol for 4 min, respectively, and incubation in distilled water for 4 min. To perform antigen retrieval, slides were heated in a microwave with a Tris (Roth, Germany cn AE15.1)-EDTA (Sigma-Aldrich, Germany, cn E1644-250G) solution (76.6%/ 23.4%; pH value 9) for 3 min at 700 watts, then for 7 min at 350 watts. Afterwards they were cooled down at room temperature, washed for 5 min with PBS (PanReac AppliChem, Germany, cn A0964,9010) and incubated with 1% BSA (Sigma, Germany, cn A9418) in PBS for 1 h. The anti-versican antibody (EPR23135-58, Abcam, UK) was diluted 1:500 with the Antibody Diluent (Agilent, USA, cn S0809). Slides were incubated with the antibody overnight at 4° C in a damp chamber. The following day, the slides were washed with PBS. The Dako EnVision + System-HRP Labelled Polymer kit (Agilent, USA, cn K4065) and the Dako liquid DAB + substrate chromogen system kit (Agilent, USA, cn K3468) were used for the following steps according to the manufacturer's instructions. The slides were counterstained with hematoxylin solution (Merck, Germany, cn 105175) diluted 1:5 in distilled water for 4 min. A final dehydration step was performed with incubation for 2 min in 96% ethanol and for 4 min, respectively, in 100% ethanol and xylene (Roth, Germany, cn 9713.1). Slides were covered with Entellan (Sigma-Aldrich, Germany, cn 107961) and cover slides. Slides were photographed with the Axioplan 2 microscope (Zeiss, Germany) and evaluated with AxioVision Software (Zeiss, Germany, SE64 Rel. 4.8).

### Immunostaining PSC

PSC were seeded in DMEM low glucose medium (Sigma-Aldrich, Germany, cn D5546) supplemented with 40% Nutrient mixture F12 (Gibco, UK, N6658), 16% FBS (Sigma-Aldrich, Germany, S0615) and 1% penicillin/streptomycin (Gibco, UK, cn 15140122) on a glass slide and incubated for 24 h at 37° C in 5% CO_2_. The slides with PSC were fixed with acetone (Sigma-Aldrich, Germany, cn 179124) at − 20° C for 10 min and then air-dried. Slides were incubated for 20 min in a 3% hydrogen peroxide (Merck, Germany, cn 107209)/methanol (Sigma-Aldrich, USA, cn 67–56-1) (1:5) solution at 4° C. Slides were washed with PBS and then incubated with the antibody overnight at 4° C in a damp chamber. All antibodies were diluted with the Antibody Diluent (Agilent, USA, cn S0809): 1:100 anti-alpha-smooth muscle actin antibody (17H19L35, Rabbit-monoclonal antibody, Thermo Scientific, Germany); 1:50 anti-vimentin antibody (clone 2I13, Rabbit-monoclonal antibody, Sigma-Aldrich, Germany); 1:500 anti-cytokeratin 19 (SA30-06, Rabbit-monoclonal antibody, Thermo Scientific, Germany); 1:1000 anti-GFAP antibody (ab7260, Rabbit-polyclonal antibody, Abcam, UK). As a negative control, PSC were incubated with PBS only. The following day, the slides were washed with PBS. The Dako LSAB2 system-HRP kit (Agilent, USA, cn K0609) and the Dako liquid DAB + substrate chromogen system kit (Agilent, USA, cn K3468) were used for the following steps according to the manufacturer's instructions. The slides were counterstained with hematoxylin solution (Merck, Germany, cn 105175) diluted 1:5 in distilled water for 3 min. Slides were covered with aquatex medium (Merck, Germany, cn 108562) and cover slides. Slides were photographed with the Axioplan 2 microscope (Zeiss, Germany) and evaluated with AxioVision Software (Zeiss, Germany, SE64 Rel. 4.8).

### Oil red O staining

PSC were seeded and fixed with 4% PFA in PBS (Merck, Germany, cn 100496). Slides were washed 1 × in PBS and then covered in freshly filtered and 5:2 in distilled water diluted oil red staining solution. For the oil red staining solution, 300 mg oil red O (Sigma-Aldrich, USA, cn O0625) was dissolved in 100 ml isopropanolol (Sigma-Aldrich, USA, cn 67–63-0). After washing the slides multiple times with distilled water, they were counterstained with hematoxylin solution (Merck, Germany, cn 105175) for 45 s. After repeatedly washing the slides in distilled water, they were covered with aquatex medium (Merck, Germany, cn 108562) and cover slides. Slides were photographed with the Axioplan 2 microscope (Zeiss, Germany) and evaluated with AxioVision Software (Zeiss, Germany, SE64 Rel. 4.8).

### RNA extraction

For RNA extraction at the respective time point, PSC in cell culture inserts were washed with 2 ml HBSS (Gibco, UK, cn 14175095), then 2 ml Trypsin–EDTA (0.05%) (Gibco, UK, cn 25300062) was added and let sit for 10 min at 37° C, controlling intermittently the detachment of cells microscopically. After 2 ml Advanced DMEM/F-12 medium (Gibco, UK, cn 12634010) medium was added, the suspension was transferred to a tube, and the insert was rinsed once more with 1 ml Advanced DMEM/F-12 medium, which was also added to the tube. The suspension was centrifuged at 336 g for 10 min at 23 °C. Afterwards, the supernatant was discarded, 300 µl Qiazol Lysis Reagent (Qiagen, Hilden, cn 79306) was added to the pellet, and the suspension was vortexed. For RNA extraction, a direct-zol RNA Microprep Kit (Zymo Research, Germany, cn R2061) was used, following the manufacturer's instructions. Finally, RNA was evaluated using RNAse-free water. The measurement of the RNA, which served for quantity determination as well as quality testing (A260/280 ratio ≈ 2), was carried out spectrophotometrically using NanoDrop One (Thermo Scientific, Germany).

### RNA-sequencing and data analysis

RNA sequencing was performed with n = 3 biological replicates per group. Library construction, sequencing, and bioinformatic analysis were performed by Novogene (UK). For each sample, a minimum amount of 100 ng RNA was submitted. Sample integrity and purity were verified with an agarose gel electrophoresis with the Agilent 2100 Bioanalyzer. For library construction, first mRNA was extracted from total RNA with poly-T oligo-attached magnetic beads. Then, mRNA was fragmented, cDNA was synthesized, and adaptors were ligated. Library preparation was performed using Novogene NGS RNA Library Prep Set (PT042). A library quality control with Qubit 2.0 Fluorometer Bioanalyzer, followed by quantification library quantification with qPCR and size distribution detection with Agilent 2100 was conducted. Illumina NovaSeq 6000 was used for sequencing and creating paired-end reads (150 bp). At least 20 million reads were read out per sample. CASAVA was used for base calling. Raw reads were processed through fastq, and therefore, reads containing adapters, reads containing > 10% bases that could not be determined, and low-quality reads (Qscore of over 50% bases of the read <  = 5) were removed. CG content distribution and base error rate were determined for a quality check. Subsequent analyses were carried out with the clean data. For mapping the reads to the reference genome, mus musculus (Genom ID ensembl\_mus\_musculus\_grcm38\_p6\_gca\ _000001635\_8), the HISAT2 algorithm (v2.0.5, parameter: –dta, –phred33) was used. Reads were quantified using FeatureCounts (v1.5.0-p3, parameter: default), and fragments per kilobase per million mapped reads (FPKM) of the genes were calculated. The threshold for an expressed gene was set at FPKM > 1. For differential gene expression analysis, the DESeq2 R package (v1.20.0, padj < 0.05) was used. Enrichment analysis, such as Gene Ontology (GO)- and Kyoto Encyclopedia of Genes and Genomes (KEGG)-analysis, was performed using the ClusterProfiler (v3.8.1, padj < 0.05) R package. PCA was conducted with the web tool GraphBio^16^. Heat maps were generated using Novosmart (Novogene, UK), an application developed on R shiny. Protein–protein-interaction networks were constructed by Novogene using and STRING protein interaction database^21^. Through blastx alignment (v2.5.0, evalue = 1e-10, max_target_seqs = 1), the interaction relationship of genes in STRING database was determined. PPI-Network files were then imported into Cytoscape software (v3.8.2)^17^ to visualize and modulated the network. For a reduced network, the confidence score cutoff in Cytoscape was set to 0.8 to obtain only high-quality results (80% confidence). RNA sequencing data is available at NCBI Gene Expression Omnibus (accession no. GSE264009).

### Quantitative RT-PCR

Selected genes were amplified through PCR (Rotor-Gene Q, Qiagen) using the primers listed in Table 1 and 5 × HOT FIREPol® EvaGreen® qPCR Supermix (Solis BioDyne, Estland, cn 08–36-0000S). For qPCR of one sample a mix of 4 µl 5 × HOT FIREPol® EvaGreen® qPCR Mix Plus, 1,5 µl antisense primer (10 µM), 1,5 µl sense primer (10 µM) and 11 µl RNase free water was prepared. All primers (100 µM) were diluted 1:10 with RNase free water. The total volume of one sample was 20 µl, therefore 2 µl cDNA was added to the above described 18 µl mix. Each sample underwent duplicate determination. After placing the tubes into Rotor-Gene Q cycler, the following steps were performed: hold 15 min at 95 °C, 40 cycles of 15 s at 95 °C, 20 s at 60 °C and 20 s at 72 °C. Data analysis was performed via Comparative Quantification^18^ (Rotor-Gene Q software, Qiagen, Germany, 2.3.5.). Primers were designed using the Primer-BLAST Tool (NCBI, Bethesda)^19^.

**Table 1:** Sequence of qPCR primers.

Primer		Amplificate size/ Primer length	Sequence
B2M mouse	as	150 bp/ 20 b	CAGTCTCAGTGGGGGTGAAT
	s	150 bp/ 20 b	ACGTAACACAGTTCCACCCG
RPL37A mouse	as	92 bp/ 21 b	AGAGGTGGTGTTGTAGGTCCA
	s	92 bp/ 21 b	CCAAGATGAAGAGACGAGCCG
VCAN mouse	as	169 bp/ 23 b	GGACCAAGTTCCACCCTGACAT
	s	169 bp/ 22 b	CTTCACTGCAAGGTTCCTCTTCT
CHST11 mouse	as	125 bp/ 22 b	CCTTCGGTGTGGACATCTGCTG
	s	125 bp/ 22 bp	TGTCACCTGGTCCCGTCTCATC
TIMP1 mouse	as	131 bp/ 23 b	TCTTGGTTCCCTGGCGTACTCT
	s	131 bp/ 22 b	GTGAGTGTCACTCTCCAGTTTGC
FN1 mouse	as	145 bp/ 22 b	CCCTATCTCTGATACCGTTGTCC
	s	145 bp/ 23 b	TGCCGCAACTACTGTGATTCGG
SDC4 mouse	as	92 bp/ 22 b	AGTCTGGCGGCTCGGATGACT
	s	92 bp/ 21 b	GGGCTCAATCACTTCAGGGAAG

### Statistical analysis

Each experiment was conducted with three biological replicates, for RNASeq replicates (n = 3) were sequenced individually, and then the mean was taken. The padjust value was adapted with Benjamini and Hochberg’s method^20^ for controlling the false discovery rate. A gene with a Padjust value < 0.5 was determined to be statistically significant expressed. A GO-term or KEGG-pathway with a Padjust value < 0.5 was determined to be statistically significantly enriched. The mean value and standard deviation for qPCR data were calculated. The normal distribution of qPCR data was validated via Shapiro–Wilk Tests. The significance of pairwise gene comparisons was conducted with parametric t-tests or non-parametric Mann–Whitney Tests (both two-tailed), depending on the data distribution.

## Results

### Purity of pancreatic stellate cells

PSC were isolated from C57BL/6 mice pancreata by Nycodenz gradient centrifugation^13^, and purity was verified by morphologic features and immunostaining. The initial round shape, shortly after isolation, changed over time to a star-like shape with irregularly formed cell extensions. PSC were positive for αSMA, GFAP, and Vimentin (Fig. 2a–c). Oil red O staining revealed the characteristic cytoplasmic lipid droplets in PSC^4^ (Fig. 2d). Absence of the epithelial marker CK19^21^ confirmed that there was no contamination of PSC cultures (Fig. S2).

**Figure 2:**
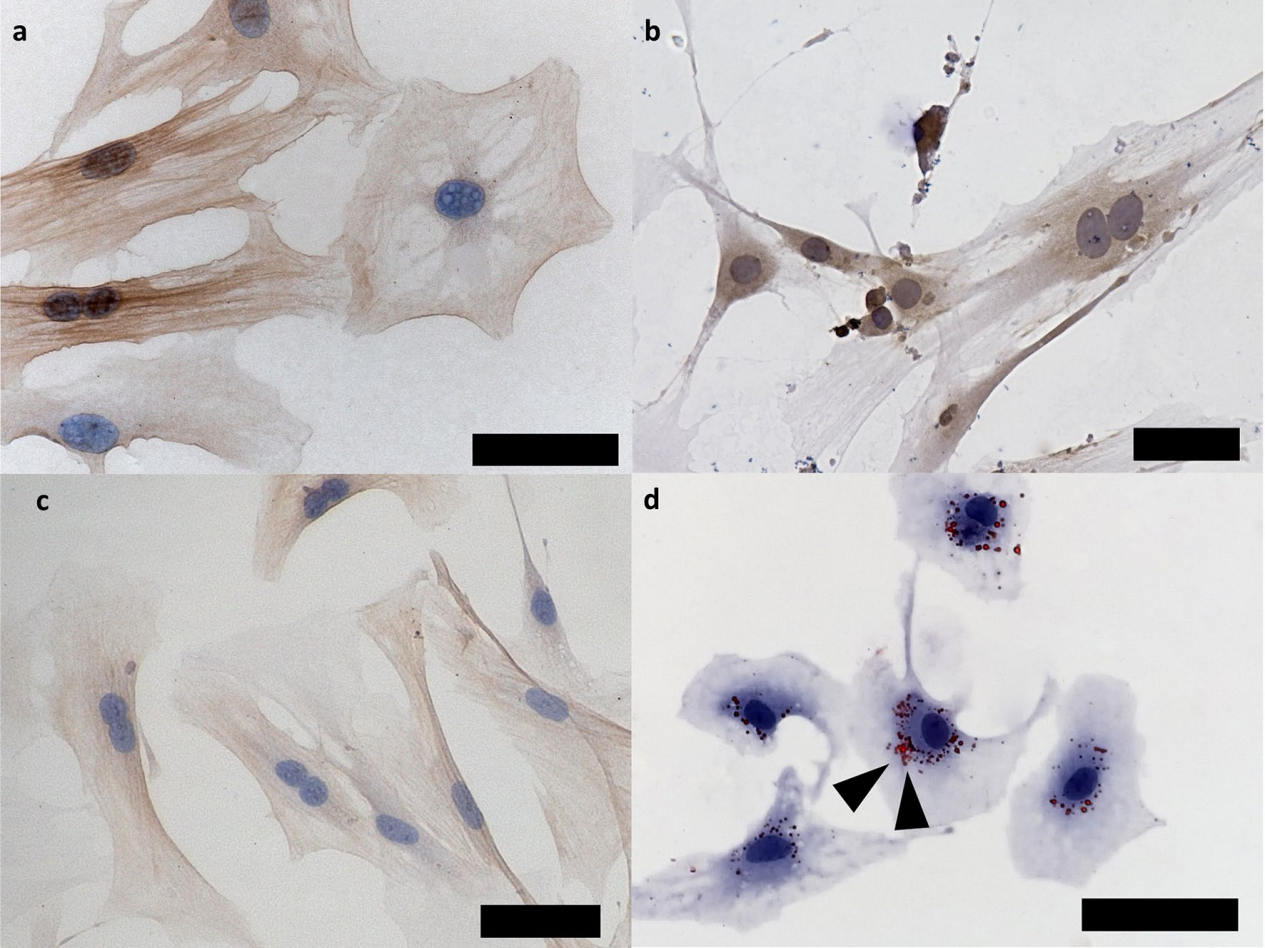
Immunocytochemistry of murine PSC. PSC show constant positive staining for α-SMA (**a**), GFAP (**b**) and Vimentin (**c**). Oil red O staining shows red cytoplasmic lipid droplets (black arrows, **d**). magnification 40x, scale bars 50 µm.

### *Electron* microscopy

Electron microscopy was performed to rule out the possibility that PSC and cancer cells stay in physical contact through the membrane's pores. PSC show a typical flat elongated growth pattern, whereas KPC cells are apparent as cubic, irregular shaped, dense structures on the membrane (Fig. 3 a, d, g). KPC cells present a prominent, large nucleus with a higher nuclear–cytoplasmic ratio than PSC. Furthermore, PSC can be distinguished from KPC by mitochondria with a dark matrix. Co-cultures and electron microscopy imaging were carried out for three different pore sizes: 0.4 µm, 1 µm, and 3 µm. As expected in co-cultures with 0.4 µm pores, no cells were able to extend into the pores (Fig. 3a–c). In 3 µm pore co-cultures (Fig. 3g–i), PSC were found on the bottom of the membrane and, vice versa, cancer cells on top of the membrane, thus indicating a movement of cells along the membrane's pores in the different compartments (Fig. S3). Lastly, in co-cultures with 1 µm pores, cells started to extend in some pores but did not reach in any observed section the middle line. Altogether, no physical contact of PSC and KPC cells in co-cultures with 1 µm pore size was detected (Fig. 3d–f). Hence, the pore size of 1 µm was chosen for the following experiments.

**Figure 3:**
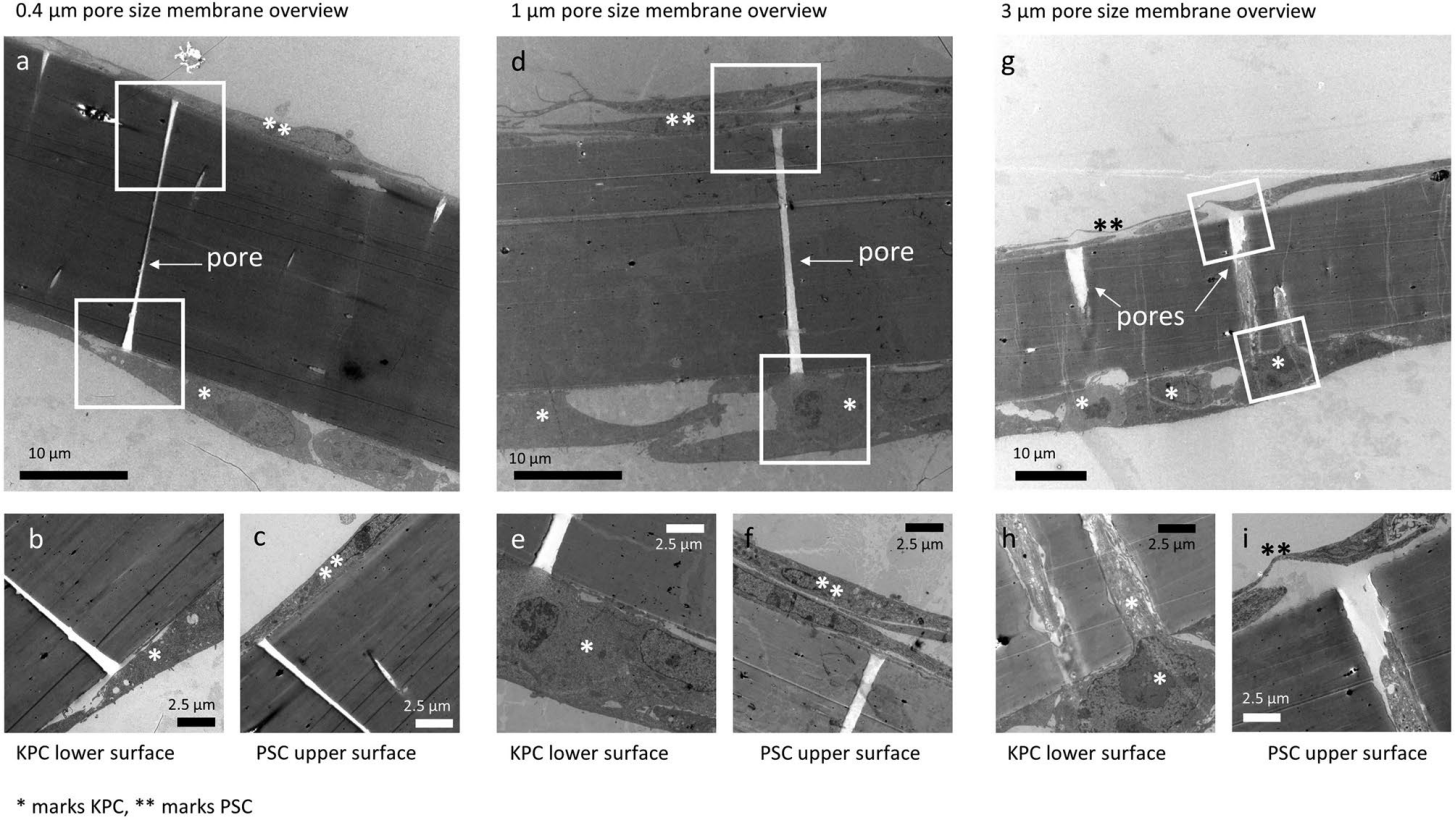
Electron microscopy images of the cell culture-insert membranes in different sizes after 72 h co-culture. Overview of membrane with 0.4 µm pores (**a**) and a magnification of the same picture showing the membrane lower surface with KPC cells (**b**) and the upper surface with PSC (**c**). Overview of membrane with 1 µm pores (**d**) and a magnification of the same picture showing the membrane lower surface with KPC cells (**e**) and the upper surface with PSC (**f**). Overview of membrane with 3 µm pores (**g**) and a magnification of the same picture showing the membrane lower surface with KPC cells, which are reaching inside the pore (**h**), and the upper surface with PSC (**i**).

### RNA sequencing data quality, mapping results, and correlation of biological replicates

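Pancreatic stellate cells (PSC), the resident cells of the pancreas that turn into fibroblasts on activation, were isolated from pooled pancreata of wild-type mice, and KPC cells are a line of murine pancreatic cancer cells. The 24 sequenced libraries formed 8 groups of 3, namely co-cultured PSC and mono-cultured control PSC in each of the 2 models at 24 h and 72 h. In standard co-culture KPC cells grew at the bottom of the well, and in inverse co-culture they grew on the underside of the membrane with 1 µm pores that carried the PSC. KPC cells of the inverse model were already attached when PSC were seeded, so the cells coexisted for up to 96 h there and for up to 72 h in the standard model. The library labels give an RNA input of 450 ng for the standard model and of 120 ng for the inverse model, so RNA input and model cannot be told apart. By the paper's methods, the medium was changed when time counting began in the standard model only, so this change and the model cannot be told apart either. The authors had the reads aligned to the mouse genome GRCm38.p6 with HISAT2 and counted per gene with featureCounts, and deposited FPKM (fragments of a gene, relative to its length and to all counted fragments of the library) of 53801 genes. Low FPKM values were whole multiples of the value of 1 fragment, which gave the number of counted fragments of each library. It ranged from 15932737 to 24798761 with a median of 18860269. By group, the median was 20465451 in co-cultured PSC and 17973407 in control PSC of the standard model at 24 h, 18599820 and 18903961 at 72 h, 21714382 and 16946017 in the inverse model at 24 h, and 18686907 and 23124386 at 72 h. Between 12277 and 13307 genes had an FPKM above 1 in a library. Each co-culture was compared with its own control by limma on log2(FPKM + 0.5), over the genes with an FPKM above 1 in at least 3 of the 6 libraries compared. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as DEG, and fold changes are on the log2(FPKM + 0.5) scale, which understates the change of genes with a low FPKM. FPKM is a share of each library, so a change of a few abundant genes moves the values of all others, and the scaling of the libraries was one of the choices that were varied.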

RNA sequencing at 24 h and 72 h was performed from PSC co-cultured in standard co-culture with KPC cells and from PSC co-cultured in inverse co-culture with KPC cells. The base error rate was in all samples < 0.03%. After filtering raw reads, > 89.80% were clean reads. The GC content distribution ranged between 52.72% and 50.90% in all sequenced samples. The quantity of total mapped reads or fragments (TMR) was in all samples > 90%. The percentage of multiple mapped reads (MMR) was in all samples < 10%. The distribution of reads in the reference genome was mainly exonic (> 82.85%) and only in small parts, intronic or intergenic. Correlation between biological replicates was calculated using the Pearson correlation coefficient corresponding to the FPKM of each sample. 

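Between the 24 pairs of libraries within a group, the mean Pearson correlation coefficient of log2(FPKM + 1) over all 53801 listed genes was 0.987 (SD 0.008 over the pairs). The lowest coefficient was 0.966, between replicates 1 and 2 of control PSC at 24 h in the standard model, and the highest was 0.994. Pairs of the standard model had a mean of 0.982 and pairs of the inverse model a mean of 0.991. Raw FPKM, the alternative that moved the mean most, gave a mean of 0.939 and a range from 0.792 to 0.994. Over the 14452 genes with an FPKM above 1 in at least 3 libraries, the mean was 0.965 (SD 0.023) and the range 0.908 to 0.986. These are correlations across genes, which are not independent replicates, so no p-value is given.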

The Pearson correlation coefficient of all biological replicates ranged between 0.905 and 0.990 (M = 0.964, σ = 0.018).

### Inverse co-culture and standard co-culture cause different transcriptome changes in PSC

Volcano plots display the number, significance, and logarithmic fold change of DEG of PSC of inverse and standard co-culture at 24 h and 72 h (Fig. 4a–d). In standard co-culture, 19 genes were differentially expressed at 24 h and 52 at 72 h (Fig. 4a, b) compared to mono-cultured PSC. 

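In the FPKM values, no gene of standard co-culture passed the adjusted p limit at either time point. At 24 h, 0 of 12859 tested genes were DEG, the smallest adjusted p was 0.384, and 371 genes had an unadjusted p under 0.05, where chance gives 643. At 72 h, 0 of 12863 genes were DEG, the smallest adjusted p was 0.362, and 800 genes had an unadjusted p under 0.05, where chance again gives 643. Libraries with the same replicate number deviated together from the means of their groups. The correlation of these deviations over genes was 0.71 on average at 24 h (from 0.55 to 0.82 over the 3 numbers) and 0.52 at 72 h (from 0.48 to 0.60). With the replicate number as a block in the model, the alternative that moved the 24 h result most, 157 genes were DEG at 24 h, 85 up-regulated and 72 down-regulated, and 1 gene, CCL6, was DEG at 72 h, which is named because of this count. The block lowered the median standard error of the log2 fold changes from 0.237 to 0.125 at 24 h and from 0.215 to 0.172 at 72 h. At 72 h, the alternative that moved the result most was a single model over all 24 libraries, with 36 DEG.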

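In inverse co-culture, 317 of 12827 tested genes were DEG at 24 h, 139 up-regulated and 178 down-regulated. At 72 h, 1678 of 13066 genes were DEG, 427 up-regulated and 1251 down-regulated. Without adjustment, 1902 genes at 24 h and 4205 at 72 h had a p under 0.05, where chance gives 641 and 653. The median absolute log2 fold change of the DEG was 0.91 at 24 h and 0.85 at 72 h. At 72 h the median log2 fold change of all tested genes was -0.16 and 74.6% of the DEG were down-regulated. Scaling by the median of gene ratios, which brings this median close to 0 by construction (-0.005), gave 679 down-regulated of 1427 DEG (47.6%). Voom, without such centring and chosen after the data were seen, gave 1509 of 1960 (77%). As voom scales by library totals like FPKM, it is no separate check of this share. At 24 h the down-regulated share was 56.2%, with median-ratio scaling 44.6% and with voom 59.2%. Among the DEG that changed the same way in all 3 pairs of same-numbered libraries, the 3 with the largest fold changes at 24 h were SPP1, MT-TR and TMEM150A. SPP1, on chromosome 5 from 104435118 to 104441050, had 899 ± 397 FPKM (SD, n = 3) in co-cultured PSC and 67.3 ± 26.1 (SD, n = 3) in control PSC, a log2 fold change of 3.73 (standard error 0.35, adjusted p = 0.00341 from limma). TMEM150A rose from 2.07 ± 0.503 to 18.0 ± 5.25 FPKM (SD, n = 3 each). With all 24 libraries in one model, the adjusted p was 0.164 for SPP1 and 0.0829 for TMEM150A. MT-TR, a mitochondrial tRNA gene, was lower in co-culture by a log2 fold change of -3.13 (standard error 0.67), and its adjusted p of 0.0488 from limma passed the limit in only 1 of the 6 fits that each left out a replicate. At 72 h the 3 largest changes were those of PLIN1, CDO1 and ACSL1, with log2 fold changes of -4.32, -3.98 and -3.79. PLIN1, on chromosome 7 from 79720218 to 79732903, encodes the lipid droplet protein perilipin 1 and had 16.3 ± 12.3 FPKM in co-cultured PSC and 282 ± 70.8 in control PSC (SD, n = 3 each, standard error of the log2 fold change 0.50, adjusted p = 0.00478 from limma). The control level of such genes was itself not constant, since the mean log2 level of 32 adipocyte genes was higher by 1.42 in 72 h than in 24 h controls of the inverse model.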

In inverse co-culture, PSC differed stronger from their controls than in standard co-culture, resulting in a much higher number of significant DEG with 800 DEG at 24 h and 2213 DEG at 72 h (Fig. 4c, d). 

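Of the 317 DEG of inverse co-culture at 24 h, 139 (43.8%) were also DEG at 72 h, and all 139 changed in the same direction at both time points. Whether the effect of co-culture differed between the time points was tested as the difference of the log2 fold changes in one limma model over the 12 libraries of a model, a test added after the data were seen. In the standard model, 0 of 13694 genes differed between 72 h and 24 h, and 141 had an unadjusted p under 0.05, where chance gives 685. In the inverse model, 0 of 13722 genes differed, with a smallest adjusted p of 0.0595, and 1471 had an unadjusted p under 0.05, where chance gives 686.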

The number of DEG increased over time in all co-culture models, with approximately double the number of DEG at 72 h compared to 24 h. Since a high number of DEG were found in inverse co-culture, the enrichment of Kyoto Encyclopedia of Genes and Genomes (KEGG)-pathways as a functional analysis was investigated. 

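Gene lists of the Kyoto Encyclopedia were not used here. In their place, 23 lists of mouse genes were written by hand before the data were examined, 13 of them after the members of the named pathways, and the others for markers of cell types, of fibroblast subtypes and of sex. Each list was tested for a shift of its fold changes against all other tested genes with camera from limma, which makes 92 tests over the 4 comparisons, adjusted together by the Benjamini-Hochberg method. An inter-gene correlation of 0.01 was preset. At an adjusted p under 0.05, 7 lists shifted in inverse co-culture at 24 h and 8 at 72 h. With the correlation estimated from the 6 libraries for each list, the alternative that moved the lists most, 0 of the 92 tests passed. With Fisher's exact test on the number of DEG in a list, 5 lists passed at 24 h and 9 at 72 h.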

In standard co-culture, no KEGG-pathways were significantly enriched. 

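Of the same 23 lists, 1 shifted in standard co-culture at 24 h and 6 at 72 h. At 24 h, the list for Cytokine-cytokine receptor interaction had a mean log2 fold change of 0.19 over 103 tested genes, above 0 in 3 of 3 pairs (adjusted p = 0.0184 from camera, and 0.00491 with the replicate number as a block). At 72 h its mean was 0.22 over 106 genes, above 0 in 2 of 3 pairs (adjusted p = 3.62e-05, and 4.86e-07 with the block). The other 5 lists that shifted at 72 h were Cell adhesion molecules (mean 0.07, above 0 in 1 of 3 pairs, adjusted p = 0.00533, with the block 0.00681), Ribosome (mean 0.01, 1 of 3 pairs, 0.0105, with the block 0.0114), Central carbon metabolism in cancer (mean 0.16, 3 of 3 pairs, 0.0161, with the block 0.0196), the matrix and growth factor genes of the PI3K-Akt pathway (mean 0.10, 3 of 3 pairs, 0.00533, with the block 0.0196) and iCAF markers (mean 0.46, 2 of 3 pairs, 0.0105, with the block 0.000129), where the median of all tested genes was -0.09. The block added Cell cycle at 24 h (mean 0.06, 3 of 3 pairs, adjusted p = 0.0122, and 0.228 without). Fisher's exact test has no DEG to count in standard co-culture without the block. Among the 157 DEG of 24 h with the block, up-regulated genes were in excess by this test in Cytokine-cytokine receptor interaction (8 genes, adjusted p = 3.43e-05), in Proteoglycans in cancer (8 genes, 0.000648) and in the PI3K-Akt genes (5 genes, 0.00111), and down-regulated genes in the PI3K-Akt genes (4 genes, 0.006).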

In inverse co-culture at 24 h, 13 (analysis with all DEG), 9 (analysis with up-regulated DEG), and 12 (analysis with down-regulated DEG) pathways were significantly enriched. At 72 h, 17 (analysis with all DEG), 4 (analysis with up-regulated DEG), and 12 (analysis with down-regulated DEG) pathways were significantly enriched. Enriched KEGG-pathways, which included up- and down-regulated DEG, are visualised in Fig. 5. At 24 h, pathways like *Cytokine-cytokine receptor interaction* and *Cell adhesion molecules* were enriched in up-regulated genes. In contrast, cytoskeleton-associated pathways (*Regulation of actin cytoskeleton*, *Focal adhesion*) were enriched in down-regulated DEG (Fig. 5a). 

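The hand-written list for Cytokine-cytokine receptor interaction had a mean log2 fold change of 0.21 over 100 tested genes in inverse co-culture at 24 h and was above 0 in 3 of 3 pairs (adjusted p = 0.000123 from camera). It held 10 up-regulated and 3 down-regulated DEG, and 26 and 6 when the p-values were adjusted over the list alone. Its up-regulated DEG were in excess by Fisher's exact test (adjusted p = 1.77e-05, with the replicate number as a block 0.00738). The list for Cell adhesion molecules had a mean of 0.11 over 58 genes, above 0 in 3 of 3 pairs (adjusted p = 0.00255). It held 3 up-regulated DEG and 1 down-regulated DEG, with adjustment over the list 10 and 2, and this number of up-regulated DEG was not above chance by Fisher's exact test (adjusted p = 0.208). The median log2 fold change of all tested genes was -0.06.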

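The list for Regulation of actin cytoskeleton had a mean log2 fold change of -0.17 over 139 tested genes and was below 0 in 3 of 3 pairs (adjusted p = 0.00436 from camera). It held 2 up-regulated and 11 down-regulated DEG, and 4 and 17 with adjustment over the list alone. The list for Focal adhesion had a mean of -0.13 over 144 genes, below 0 in 3 of 3 pairs, with 3 up-regulated and 11 down-regulated DEG (over the list alone, 6 and 14). Its adjusted p from camera was 0.0416, and 0.0785 with the libraries scaled by the median of gene ratios. By Fisher's exact test, down-regulated DEG were in excess in Regulation of actin cytoskeleton (adjusted p = 0.000133) and Focal adhesion (0.000145). With the replicate number as a block, this adjusted p was 0.524 for each of these lists. Of the cytoskeletal genes, ACTA2, which encodes αSMA, had 1420 ± 143 FPKM in co-cultured PSC and 2850 ± 66.9 in control PSC at 24 h (SD, n = 3 each, log2 fold change -1.01, standard error 0.11, adjusted p = 0.00514 from limma).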

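In inverse co-culture at 72 h, where the median log2 fold change of all tested genes was -0.16, the hand-written list for Cell cycle had a mean of 0.08 over 117 genes (adjusted p = 0.00185 from camera), with 10 up-regulated and 8 down-regulated DEG and, adjusted over the list alone, 12 and 9. Its mean was above 0 in 2 of 3 pairs. The list for Ribosome had a mean of 0.14 over 123 genes, above 0 in 3 of 3 pairs (adjusted p = 4.21e-10), with 9 up-regulated and 2 down-regulated DEG, and with adjustment over the list alone 0 and 1. The list for Biosynthesis of amino acids had a mean of 0.02 over 54 genes, and its shift did not pass the limit (adjusted p = 0.316). By Fisher's exact test, its 8 up-regulated DEG were more than chance gives (adjusted p = 0.00567), next to 10 down-regulated DEG, and over the list alone 11 were up- and 14 down-regulated. The matrix and growth factor genes of the PI3K-Akt pathway had a mean of 0.06 over 60 genes (adjusted p = 0.0236, and 0.147 with median-ratio scaling). They held 6 up-regulated and 8 down-regulated DEG, and 10 and 13 with adjustment over the list. Central carbon metabolism in cancer had a mean of 0.08 over 56 genes, above 0 in 3 of 3 pairs (adjusted p = 0.0212, and 0.0522 with median-ratio scaling), with 12 up-regulated and 9 down-regulated DEG, or 14 and 10 over the list alone. A list of microRNA target genes was not made.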

At 72 h, cell growth-associated pathways (*Cell cycle*, *Biosynthesis of amino acids* and *Ribosome*) and cancer-associated pathways (*PI3K-Akt signalling pathway*, *MicroRNAs in cancer*, *Central carbon metabolism in cancer*) were enriched in up-regulated DEG. In contrast, Lipid-metabolism associated pathways (*Cholesterol metabolism*, *Glycerolipid metabolism*, *Fatty acid metabolism*) were enriched in down-regulated DEG (Fig. 5b). 

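The list for Fatty acid metabolism had a mean log2 fold change of -0.49 over 50 tested genes, below 0 in 3 of 3 pairs, and 42 of the 50 genes were lower in co-culture (adjusted p = 0.00185 from camera). It held 2 up-regulated and 16 down-regulated DEG, and 2 and 28 with adjustment over the list alone. The means of Glycerolipid metabolism (-0.60, 41 genes) and Cholesterol metabolism (-0.48, 33 genes) were below 0 in 3 of 3 pairs as well, but their shift against all other genes did not pass the limit (adjusted p = 0.272 and 0.351). Glycerolipid metabolism held 15 down-regulated DEG and 0 up-regulated DEG, and Cholesterol metabolism 10 and 1. Adjusted over each list alone, these were 16 and 2, and 13 and 4. By Fisher's exact test, down-regulated DEG were in excess in all 3 lists, with an adjusted p of 0.000221 for Fatty acid, 0.000127 for Glycerolipid and 0.0105 for Cholesterol metabolism.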

Among all enriched KEGG-pathways *Proteoglycans in cancer* was identified as a mutually enriched pathway.

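The list for Proteoglycans in cancer did not shift in a common direction in inverse co-culture. Camera looks only for such a shift, and Fisher's exact test was run for each direction apart. The pathways of Fig. 5 were tested by the paper with DEG of both directions together, which was not done here. At 24 h the mean log2 fold change of the list was -0.05 over 167 tested genes (adjusted p = 0.982 from camera), with 6 up-regulated and 4 down-regulated DEG. At 72 h the mean was -0.07 over 168 genes (adjusted p = 0.114), with 13 up-regulated and 18 down-regulated DEG. Adjusted over the list alone, the numbers were 13 and 10 at 24 h and 14 and 23 at 72 h. By Fisher's exact test the adjusted p of the up-regulated DEG was 0.0986 at 24 h and 0.0459 at 72 h, and that of the down-regulated DEG was 0.994 and 1.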

**Figure 4:**
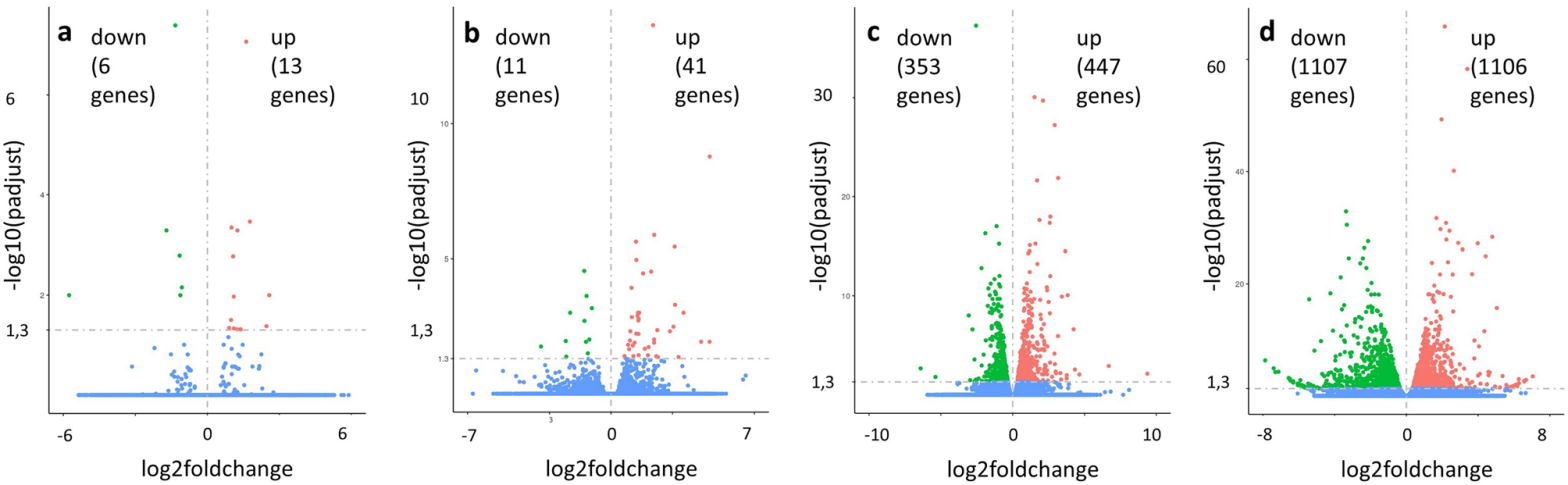
Volcano plots of up- and down-regulated DEG of PSC compared to control-PSC at 24 h and 72 h. DEG of PSC in standard co-culture at 24 h (**a**), DEG of standard co-culture at 72 h (**b**), DEG of inverse co-culture at 24 h (**c**), and DEG of inverse co-culture at 72 h (**d**).

**Figure 5:**
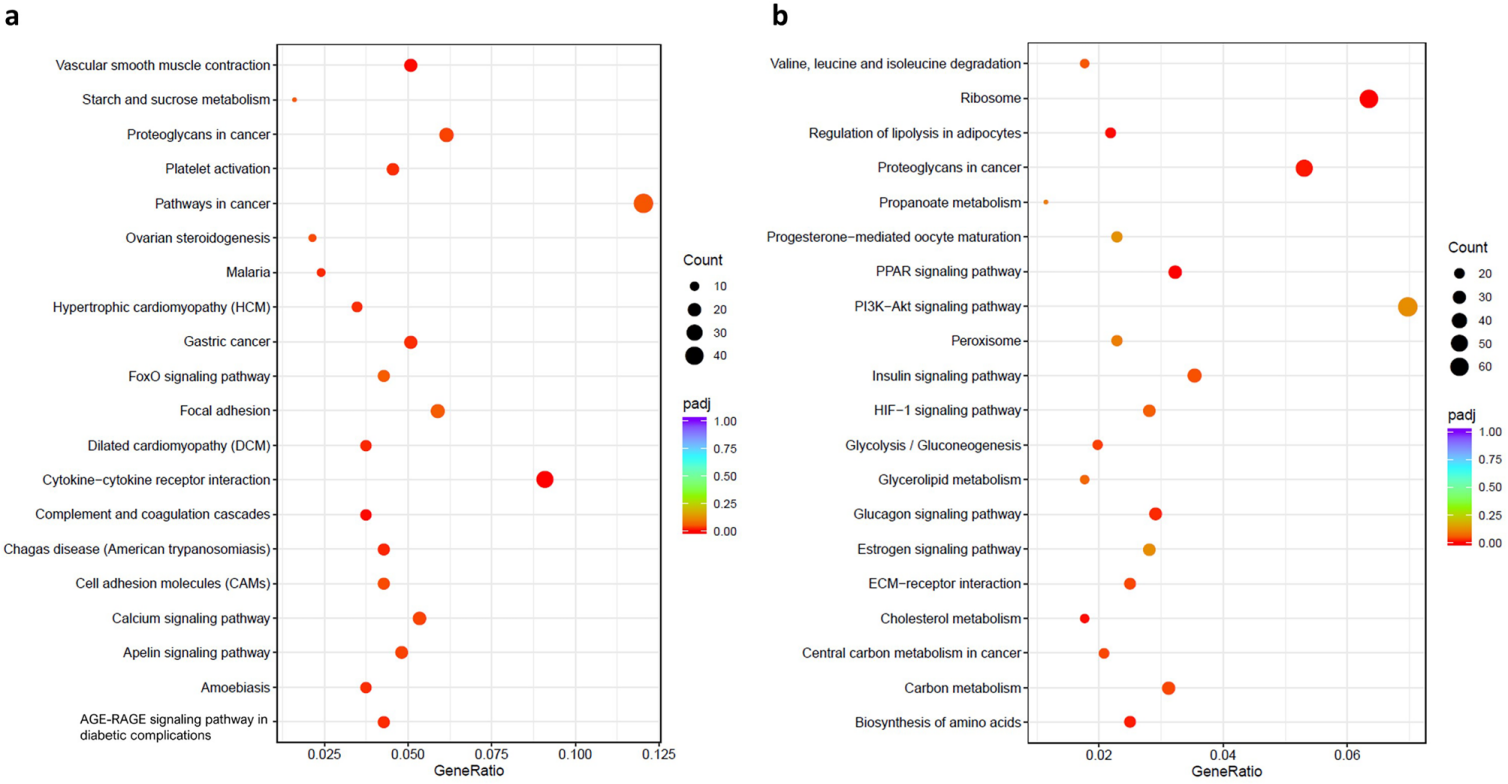
Visualisation of enriched KEGG-pathways (analysis with all DEG) in PSC of inverse co-culture. KEGG-pathways of inverse co-culture at 24 h (**a**) and 72 h (**b**).

Furthermore, expression of CAF signature genes in PSC of both co-culture models were investigated, to discover if PSC can be assigned to a defined CAF subtype. Distinct phenotypes of CAFs have been described: inflammatory CAF (iCAFs), located further from cancer cells and expressing cytokines, myofibroblastic CAF (myCAFs), which can be found in direct proximity to cancer cells and are characterized by the expression of αSMA^10^, and antigen-presenting CAFs, which can act in a immunomodulatory manner via activation of CD4 + T cells^22^. Quantitative expression of a set of genes already described for iCAF, myCAF and apCAF^22^, that are expressed both in humans and mice, was examined. 

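The 13 iCAF genes and the 18 apCAF genes of Fig. 6 and a hand-written list of 18 myCAF genes were compared in inverse co-culture. At 72 h, 7 of 13 tested iCAF genes were DEG, 4 up-regulated and 3 down-regulated, and 9 when the p-values were adjusted over the list alone, 4 up-regulated and 5 down-regulated. Of 13 tested apCAF genes 2 were up-regulated and 2 down-regulated, over the list alone also 2 and 2, and of 16 tested myCAF genes 1 was up-regulated and 1 down-regulated, over the list alone also 1 and 1. At 24 h, 2 iCAF genes were up-regulated, 1 apCAF gene rose and 1 fell, and 4 myCAF genes were down-regulated. Over each list alone, 3 iCAF genes were up- and 1 down-regulated, 2 and 2 apCAF genes, and 1 and 9 myCAF genes. In a complete-linkage clustering of the 12 libraries of the model on these genes, the smallest branch with all 3 co-culture libraries of 72 h held 9 libraries for iCAF, 4 for apCAF and 12 for myCAF genes. The branch for apCAF genes held all 12 libraries with average linkage or with median-ratio scaling, and that for myCAF genes held 9 with average linkage.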

At 72 h, PSC from inverse co-culture with KPC cells displayed changes in iCAF and apCAF marker expression (Fig. 6A,B), whereas no such changes were observed for myCAF signature genes (data not shown). 

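Of the tested iCAF genes at 72 h in inverse co-culture, 6 had a higher and 7 a lower level in co-cultured than in control PSC, and of the apCAF genes 5 were higher and 8 lower. As a whole, the iCAF list had a mean log2 fold change of 0.21 at 24 h (adjusted p = 0.0613 from camera) and -0.22 at 72 h (adjusted p = 0.609). The mean of the apCAF list was 0.08 at 24 h (adjusted p = 0.494) and -0.07 at 72 h (adjusted p = 0.565). At 72 h the mean of the iCAF list was above 0 in 1 of 3 pairs. By Fisher's exact test its 4 up-regulated DEG were in excess (adjusted p = 0.00975, with the replicate number as a block 0.0236). Its 3 down-regulated DEG were not (adjusted p = 0.676). The hand-written myCAF list had a mean of -0.37 at 24 h, below 0 in 3 of 3 pairs (adjusted p = 0.0131, with the replicate number as a block 0.0114), and of 0.07 at 72 h (adjusted p = 0.157).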

Differential gene expression analysis of apCAF and iCAF genes showed no homogenous up- or down-regulation, but a heterogenous expression of genes. Upregulated iCAF signature genes in co-culture PSC included, amongst others, IL6, as a prominent iCAF marker^8^, but down-regulation for example of gelsolin and other iCAF markers. 

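IL6, on chromosome 5 from 30013114 to 30019981, had 63.1 ± 18.4 FPKM in inverse co-culture and 26.8 ± 4.93 in control PSC at 24 h (SD, n = 3 each), a log2 fold change of 1.19 (standard error 0.22, adjusted p = 0.0311 from limma). At 72 h the values were 107 ± 26.8 and 37.0 ± 22.0 FPKM, a log2 fold change of 1.70 (standard error 0.45, adjusted p = 0.0482). With each replicate left out in turn, the largest adjusted p was 0.141 at 24 h and 0.148 at 72 h. With all 24 libraries in one model the adjusted p was 0.881 at 24 h and 0.36 at 72 h, and with the replicate number as a block it was 0.105 and 0.0292. Gelsolin (GSN), on chromosome 2 from 35256380 to 35307892, had the same mean of 318 FPKM in co-cultured PSC at both time points (SD 37.8 at 24 h and 73.2 at 72 h), against 414 ± 7.57 FPKM in control PSC at 24 h and 856 ± 122 at 72 h (SD, n = 3 each). Its log2 fold change was -0.39 (standard error 0.11, adjusted p = 0.114) at 24 h and -1.44 (standard error 0.19, adjusted p = 0.00652) at 72 h.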

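In the standard model, 0 of the iCAF, apCAF and myCAF genes were DEG at either time point. With the block of replicate numbers, 1 iCAF gene, TNFAIP6 (log2 fold change 1.11, adjusted p = 0.0435), and 1 myCAF gene, TGFB1 (0.50, adjusted p = 0.044), were up-regulated DEG at 24 h, and with all 24 libraries in one model 1 iCAF gene, PTX3 (1.09, adjusted p = 0.0207), was at 72 h, all 3 named because of these counts. The smallest branch with all 3 co-culture libraries of 72 h held 9 of the 12 libraries for iCAF, 12 for apCAF and 8 for myCAF genes. For apCAF genes the 4 libraries with replicate number 1 formed a branch of 4, and for myCAF genes the 4 libraries with number 3 did. With median-ratio scaling, the smallest branch with the libraries of number 1 held 7 libraries for apCAF genes. The iCAF list had a mean log2 fold change of 0.46 at 72 h, with means of 1.38, -0.17 and 0.15 in pairs 1, 2 and 3.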

In PSC from standard culture with KPC no clustering for iCAF, myCAF or apCAF markers was observed (data not shown).

**Figure 6:**
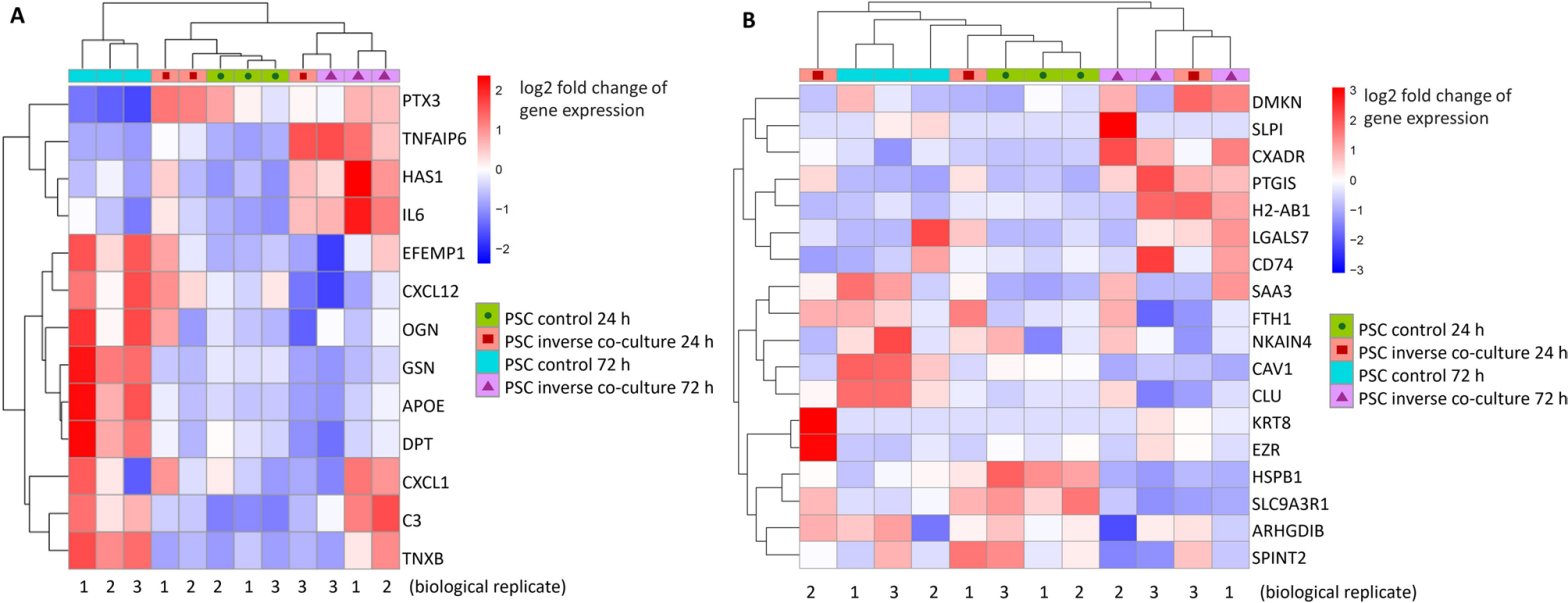
Heat maps of expression of inflammatory cancer-associated fibroblasts (iCAF) (**A**) and antigen-presenting cancer-associated fibroblasts (apCAF) (**B**) markers in PSC from KPC inverse co-culture at 24 h and 72 h. Colour (blue/red) corresponds log2 fold change of gene expression (down-/up-regulation).

Principal component analysis (PCA) was performed to visualize the organisation of samples of each model. 

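In a PCA of log2(FPKM + 1) of the 12 libraries of the standard model, over 13694 genes scaled to unit variance, the first principal component (PC1) held 39.8% and the second (PC2) 14.2% of the variance. The replicate number accounted for 82.1% of the variance of PC1, the culture (co-culture or control) for 0.0322% and the time point for 7.32%. On PC2, the culture accounted for 73.2%. All 6 co-culture libraries lay above all 6 control libraries on PC2, from -3.5 to 79.0 against -52.7 to -27.8. Co-cultured PSC of 24 h lay at 14.5, 32.2 and -3.5 on PC2 in replicates 1, 2 and 3 and those of 72 h at 71.7, 79.0 and 23.1, so the ranges of the time points overlapped, while each replicate number lay higher at 72 h. Without scaling to unit variance PC1 held 56.1%, and with the 500 most variable genes, the alternative that moved it most, 69.4%.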

In the PCA of the standard co-culture model, treatment groups are distinguishable from control groups while showing an overlap with the respective other time point (Fig. 7a). The PCA of inverse co-culture shows fewer similarities between the treatment and the control group over time. 

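In the inverse model, PC1 held 27.1% and PC2 22.5% of the variance over 13722 genes. The culture accounted for 63.5% of the variance of PC1 and for 3.86% of that of PC2, and the time point for 10.1% and 80.8%. The replicate number accounted for 1.73% and 1.94%. Control PSC moved along PC1 with time, from -7.5, 5.2 and 23.5 at 24 h to 93.1, 68.8 and 96.4 at 72 h.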

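On PC2 of the inverse model, co-cultured PSC of 24 h lay at -75.6, -48.2 and 7.8 in replicates 1, 2 and 3, below those of 72 h at 50.4, 58.5 and 69.9. On PC1 the ranges of the groups overlapped, at -10.2, -35.5 and -87.0 at 24 h and at -49.6, -21.0 and -76.0 at 72 h. The 24 h co-culture library closest to the 72 h co-cultures on PC2 was that of replicate 3.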

There is no overlapping between the treatment groups (Fig. 7b). Comparing PCAs of standard co-culture and inverse co-cultures, the standard co-culture model displays a lower variation over time, as an overlap of treatment groups of 24 h and 72 h is observed in standard co-culture. These observed similarities between treatment and control groups are probably due to less intense impact of KPC on PSC when cultured in two different compartments and separated further. 

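Over the scaled expression values of all genes in the PCA, the mean Euclidean distance between co-cultured PSC of 24 h and of 72 h was 146 in the standard model, where replicates of the same group were 149 apart at 24 h and 138 at 72 h. The distance over time was thus 1.02 times the distance between replicates. In the inverse model, where replicates were 143 apart at 24 h and 149 at 72 h, the distance over time was 1.11 times that between replicates. For control PSC the distance over time was 165 in the standard and 166 in the inverse model, which is 0.915 and 1.35 times the distance between replicates. Same-numbered libraries of the standard model deviated together, which shortens its distances between groups but not those within them. Over pairs with different replicate numbers alone, chosen after the data were seen, the ratios over time were 1.07 for co-cultured and 1.01 for control PSC in the standard and 1.12 and 1.35 in the inverse model.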

Inverse co-culture shows a greater variation over time, therefore, especially at 72 h treatment and control groups are clearly spatially separated. 

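In the inverse model at 72 h, the mean distance between co-cultured and control PSC was 181, against 149 between co-culture and 127 between control replicates, a ratio of 1.32. At 24 h the distance was 145 and the ratio 1.11. In the standard model, the distance between co-cultured and control PSC was 158 at 24 h and 164 at 72 h, with ratios of 0.942 and 1.05, and the standard controls were 187 apart at 24 h and 175 at 72 h. Over pairs of libraries with different replicate numbers alone, as same-numbered standard libraries deviated together, the ratios were 1.05 and 1.10 in the standard and 1.09 and 1.32 in the inverse model, a comparison chosen after the data were seen.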

Changes of gene expression caused by inverse co-culture are stronger, probably due to intensified paracrine KPC-PSC interactions when cultured in proximity.

**Figure 7:**
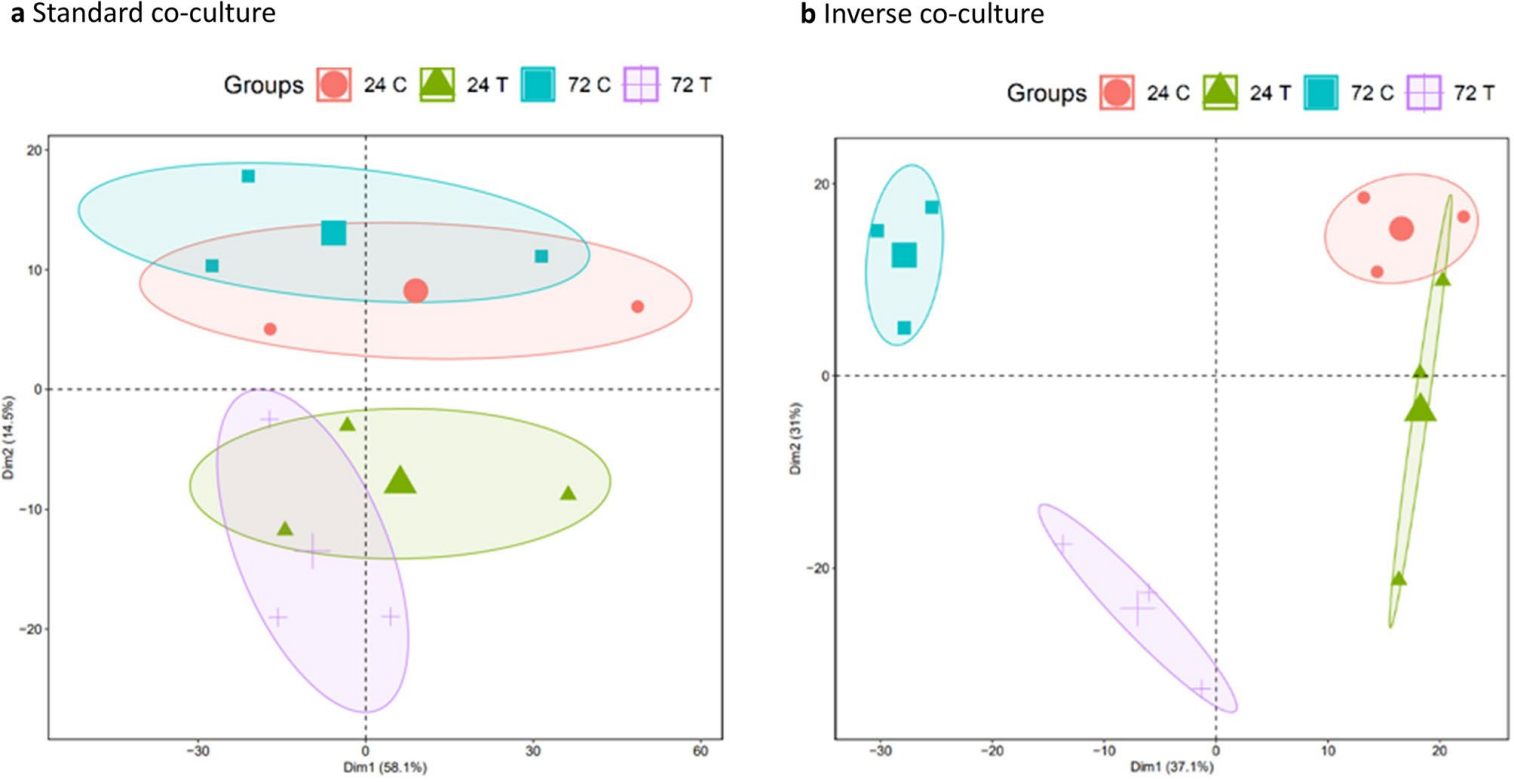
PCA of standard co-culture and inverse co-culture model. Displayed groups: control PSC at 24 h (24 C), PSC from KPC co-culture at 24 h (24 T), control PSC at 72 h (72 C), PSC from KPC co-culture at 72 h (72 T), n = 3 for each group. PCA of standard co-culture model with KPC cells (**a**) and inverse co-culture models with KPC cells (**b**).

PCA of control PSC only was conducted to confirm reproducibility of PSC controls (Fig. S4). This analysis shows that controls of 24 h and 72 h of both co-culture models group mostly based on the time point of analysis, which is expected due to identical culture-conditions.

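In a PCA of the 12 control libraries over 13817 genes, PC1 held 39.8% of the variance and PC2 12.8%. The time point accounted for 22.1% of PC1 and 27.0% of PC2, the model for 2.51% and 6.28%, and the replicate number for 33.5% and 8.64%. Same-numbered controls of different models did not deviate together (mean correlation 0.04 at 24 h and -0.18 at 72 h). The share of the replicate number therefore joins libraries that are not paired and cannot be read as an effect of shared isolations. The model accounted for 61.7% of the third component, which held 9.24% of the variance. With unscaled genes the model accounted for 44.6% of PC2 and the time point for 14.8%, and with the 500 most variable genes for 54.0% and 1.85%, while on PC1 the time point accounted for 17.9% and 15.1% and the model for 0.892% and 0.0885%, both alternatives being chosen for controls after the data were seen. Compared with limma, 0 of 12903 genes differed between the controls of the models at 24 h, where 225 had an unadjusted p under 0.05, and 0 of 13106 at 72 h, where 810 had one. Between 72 h and 24 h, 0 of 12963 genes differed in standard controls (127 with an unadjusted p under 0.05, and 0 DEG also with the replicate number as a block). In inverse controls, 2516 of 13092 genes differed, 1331 with a higher and 1185 with a lower level at 72 h.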

The results mentioned above demonstrate differences in gene expression in PSC of inverse and standard co-culture. To identify mutually expressed genes, which may play a key role since they are expressed or activated under different circumstances, DEG of all time points of standard and inverse co-culture were compared via a Venn diagram (Fig. 8). Overall, 6 genes were expressed in common at both time points, in both co-cultures, independent of the experimental set up. These 6 genes are Versican (VCAN), SH3 And Cysteine Rich Domain 2 (STAC2), Cystin 1 (CYS1), Carbohydrate Sulfotransferase 11 (CHST11), 6030408B16Rik and Acyl-CoA Synthetase Long Chain Family Member 4 (ACSL4) (Fig. 8b, Table 2). 

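With the FPKM values, 0 genes were DEG in all 4 comparisons, since standard co-culture had no DEG. With all 24 libraries in one model, 2 genes were DEG in all 4, STAC2 and CHST11. For the 6 genes of field b in Fig. 8, taken as a list, all 6 had an unadjusted p under 0.05 in each of the 4 comparisons, and all 6 passed when p-values were adjusted over the 6 genes alone. As the list consists of genes called by the paper in these data, this does not show their stability. Adjusted over all tested genes, 0 of the 6 were DEG in standard co-culture at either time point, 5 in inverse co-culture at 24 h and 6 at 72 h. With the replicate number as a block, all 6 were DEG in standard co-culture at 24 h and 0 at 72 h. With all 24 libraries in one model, 4 were DEG in standard co-culture at 24 h and 6 at 72 h. In every comparison the 3 co-culture and the 3 control values of all 6 genes did not overlap, which chance gives for 10% of genes.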

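The 4 genes besides VCAN and CHST11 lie on different chromosomes of GRCm38, STAC2 on chromosome 11 from 98036623 to 98053462, CYS1 on chromosome 12 from 24665833 to 24681813, the RIKEN gene of the 6 on chromosome 15 from 101293212 to 101297426 and ACSL4 on chromosome X from 142317993 to 142390535. STAC2 had 17.9 ± 0.868 FPKM in standard co-culture and 5.35 ± 2.09 in control PSC at 24 h (SD, n = 3 each), a log2 fold change of 1.71 (standard error 0.26, adjusted p = 0.634 from limma, and 0.0233 with the replicate number as a block). Its log2 fold change was 1.94 in standard co-culture at 72 h (adjusted p = 0.362, with the block 0.130), 1.71 in inverse co-culture at 24 h (adjusted p = 0.00337) and 2.00 at 72 h (adjusted p = 0.00269). CYS1 was the one gene of the 6 that was lower in co-culture, with log2 fold changes of -1.50 and -2.09 in standard and -1.85 and -1.93 in inverse co-culture at 24 h and 72 h. In inverse co-culture at 72 h it had 1.60 ± 0.169 FPKM, and control PSC had 7.73 ± 2.43 (SD, n = 3 each, adjusted p = 0.00645). ACSL4 had log2 fold changes of 1.04 and 1.12 in standard and 0.89 and 0.91 in inverse co-culture. The RIKEN gene had the largest fold changes of the 6 genes, 2.18 and 2.86 in standard and 2.40 and 2.69 in inverse co-culture on the log2 scale, with standard errors from 0.25 to 0.64. Differences between time points or models were smaller than the errors of the 4 estimates allow to tell apart, as none of the 6 passed the tests of these differences.

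**Figure D1:**
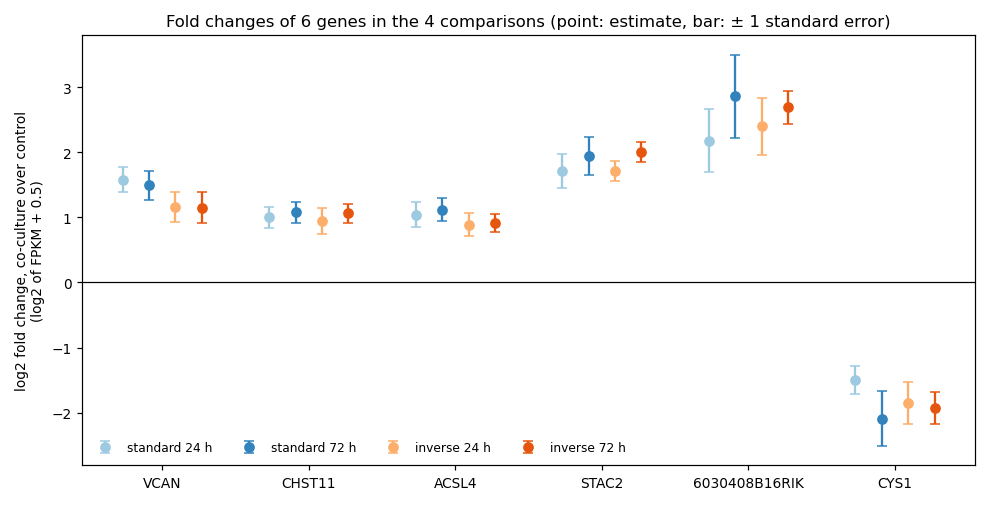
Log2 fold change of co-cultured over control PSC (y axis, log2 of FPKM + 0.5) of the 6 genes (x axis) in the 4 comparisons (colours). Points are the limma estimates and bars are ± 1 standard error; 5 genes lie above 0 in all 4 comparisons and CYS1 lies below 0, between -1.50 and -2.09.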

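Of the 26 genes of field c in Fig. 8, 25 had enough expression to be tested. Adjusted over all tested genes, 15 were DEG in inverse co-culture at 24 h, 22 at 72 h and 0 in standard co-culture at 72 h. Adjusted over the 26 genes alone, the numbers were 25, 24 and 25, which does not show their stability, since the list was chosen by the paper from these data. All 26 genes changed the same way in the 3 pairs of standard co-culture at 72 h, 20 up and 6 down, and in inverse co-culture 25 did so at each time point. TIMP1 had log2 fold changes of 2.08 in inverse co-culture at 24 h (standard error 0.19, adjusted p = 0.00341 from limma), 1.86 at 72 h (standard error 0.39, adjusted p = 0.0230) and 1.84 in standard co-culture at 72 h (standard error 0.34, adjusted p = 0.614, and 0.217 with the replicate number as a block). EREG had log2 fold changes of 1.54 and 2.28 in inverse co-culture (adjusted p = 0.0260 and 0.00385) and 1.76 in standard co-culture at 72 h (adjusted p = 0.362, with the block 0.15). HGF had 24.1 ± 4.51 FPKM in inverse co-culture and 19.1 ± 3.04 in control PSC at 72 h (SD, n = 3 each), a log2 fold change of 0.32 (standard error 0.17, adjusted p = 0.230), which was above 0 in 2 of 3 pairs. Its log2 fold change was 0.58 in inverse co-culture at 24 h (adjusted p = 0.0576) and 1.20 in standard co-culture at 72 h (adjusted p = 0.616, with the block 0.165). With all 24 libraries in one model, TIMP1, EREG and HGF passed in standard co-culture at 72 h (adjusted p = 0.0418, 0.0416 and 0.0418). In standard co-culture at 24 h their log2 fold changes were 1.5, 1.28 and 1.17, with an adjusted p of 1 each and of 0.00971, 0.0362 and 0.0147 with the block, under which 11 of the 25 tested genes of field c were DEG at 24 h and 0 at 72 h.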

In inverse co-culture at both time points and standard co-culture at 72 h 26 genes were mutually expressed, among them genes of the KEGG pathway *Proteoglycans in cancer*, like Fibronectin 1 (FN1), Hepatocyte Growth Factor (HGF), Epiregulin (EREG) and Tissue Inhibitor of Metalloproteinases 1 (TIMP1) (Fig. 8c, Table 2). 

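Of the 14 genes of field d in Fig. 8, 13 were DEG in inverse co-culture at 72 h, and 0 of the 12 that could be tested were DEG in standard co-culture at 72 h, also with the replicate number as a block. At 72 h all 14 genes changed the same way in the 3 pairs of each model, 11 up and 3 down, and the co-culture and control values of all 14 did not overlap in either model, where chance gives 10% of genes. As the paper chose these genes for their change at 72 h in the same data, this does not show their stability. At 24 h, 0 of the 11 tested genes were DEG in either model (with the block 2, SPON2 and GAS6, in standard co-culture, and with voom, a setting chosen after the data were seen, 1, SPON2, in inverse co-culture, named because of these counts), and 8 had an unadjusted p under 0.05 in inverse and 5 in standard co-culture, and with adjustment over the 14 genes alone 7 and 2 passed.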

14 genes were exclusively differentially expressed in inverse and standard co-culture at 72 h (Fig. 8d, Table 2).

**Figure 8:**
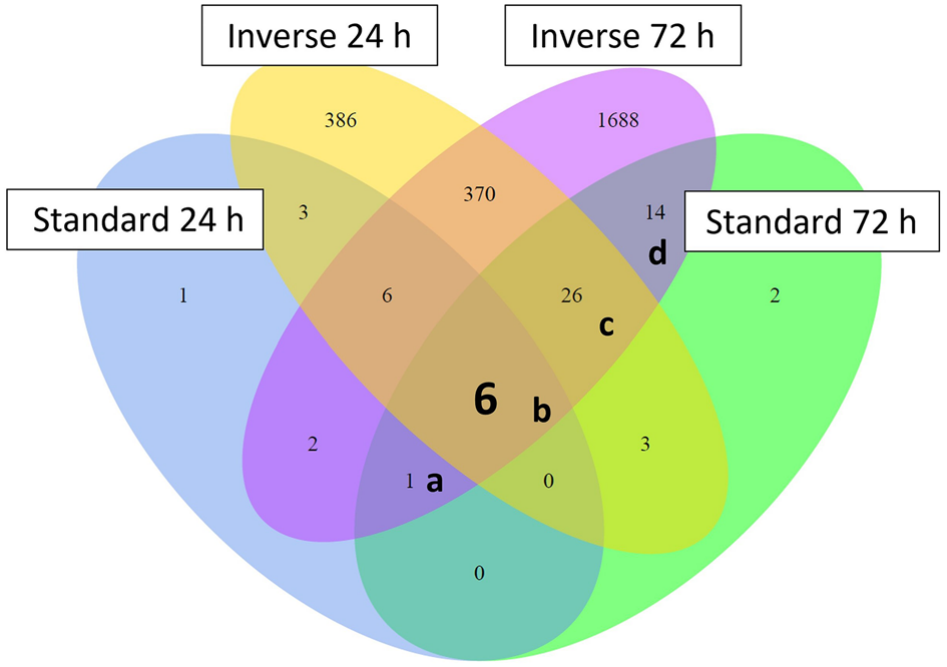
Venn diagram of DEG in PSC in inverse and standard co-culture after 24 h and 72 h co-culture with KPC cells. Genes of fields a, b, c, and d are listed in Table 2.

**Table 2:** DEG in PSC in inverse co-culture and standard co-culture as represented by the Venn diagram (Fig. 8).

Field/intersection	Gene name(s)
**a** (standard 24 h and 72 h and inverse 72 h)	TNFSF15
**b** (standard and inverse 24 h and 72 h)	VCAN, STAC2, CYS1, CHST11, 6030408B16Rik, ACSL4
**c** (inverse 24 h and 72 h and standard 72 h)	EREG, ELN, TIMP1, CDR2L, LFNG, FN1, BMP4, HGF, FRZB, MCFD2, SMIM3, JAG1, UGCG, CCDC85A, MGARP, PQLC1, RASA4, SDC4, UGDH, SOCS5, INSC, SLC2A3, PI4K2B, PTPRJ, F5, PCDH10
**d** (invers and standard 72 h)	CHRDL2, GPR35, GAS6, NDUFA4L2, SPON2, PTX3, RTN1, 4930447F24Rik, IVL, CREB3L3, MARCH3, A730049H05Rik, GM13431, WSCD2

### PPI-network analysis

Protein–protein interaction (PPI)-network analysis of both models and time points was performed via STRING service^23^ and Cytoscape software^17^. PPI-networks showed an increased complexity over time and with a reduced distance of cancer cells and PSC. Inverse co-culture at 72 h had the most genes enriched in the PPI-network. 

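VCAN lies on chromosome 13 of GRCm38 from 89655312 to 89742509 on the minus strand, and the annotation lists 9 transcripts of it. Its log2 fold change was 1.58 in standard co-culture at 24 h (standard error 0.19) and 1.49 at 72 h (standard error 0.22), with an adjusted p of 0.634 and 0.362 from limma, and of 0.00971 and 0.15 with the replicate number as a block. In inverse co-culture it was 1.16 at 24 h (standard error 0.23, adjusted p = 0.0391) and 1.15 at 72 h (standard error 0.24, adjusted p = 0.0233). With all 24 libraries in one model, the adjusted p of VCAN was 0.0343 and 0.0167 in standard and 0.096 and 0.0145 in inverse co-culture. VCAN was higher in co-cultured PSC in all 12 same-numbered pairs, by log2 ratios from 0.46 to 1.95. With each replicate of the inverse model left out in turn, its largest adjusted p was 0.136 at 24 h and 0.0792 at 72 h.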

Due to its upregulation in all co-culture models at both time points, VCAN PPI-networks were analysed. Only VCAN first neighbor genes were selected to narrow down probable relevant genes, and the confidence cutoff was set at 0,8 (Fig. 9a–d, Table 3). 

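Of the 14 genes that the paper lists as first neighbours of VCAN, 0 were DEG in standard co-culture at 24 h or 72 h, 6 in inverse co-culture at 24 h and 7 at 72 h. Table 3 of the paper gives CHST1 with the name of CHST11, so the counts for this list may depend on which gene is meant. With the replicate number as a block, 5 were DEG in standard co-culture at 24 h and 0 at 72 h. In inverse co-culture at both time points, 9 of the 14 were higher and 5 lower than in control PSC. Adjusted over the 14 genes alone, 2, 4, 11 and 11 passed in standard co-culture at 24 h and 72 h and in inverse co-culture at 24 h and 72 h. SDC1 had a log2 fold change of 0.98 in standard co-culture at 24 h (standard error 0.11, adjusted p = 0.634 from limma, with the block 0.0113) and of 0.68 in inverse co-culture at 24 h (standard error 0.16, adjusted p = 0.0624).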

VCAN PPI-networks of both co-cultures shared multiple genes such as CHST11, FN1, and syndecan 4 (SDC4). 

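VCAN had 92.1 ± 15.5 and 82.1 ± 7.12 FPKM in standard co-culture at 24 h and 72 h, against 30.6 ± 5.56 and 29.5 ± 8.52 in control PSC, and 69.3 ± 18.3 and 80.0 ± 0.984 FPKM in inverse co-culture, against 30.7 ± 7.52 and 37.3 ± 12.5 (SD, n = 3 for each value). CHST11, on chromosome 10 from 82985498 to 83195900, had 17.8 ± 2.62 and 16.1 ± 1.55 FPKM in standard co-culture against 8.63 ± 0.556 and 7.39 ± 1.00 in control PSC, and 14.6 ± 2.89 and 17.0 ± 1.11 FPKM in inverse co-culture against 7.35 ± 1.48 and 7.91 ± 1.27. Its log2 fold change was 1.00 and 1.08 in standard co-culture (standard error 0.16 at both time points) and 0.94 and 1.06 in inverse co-culture (standard errors 0.20 and 0.15). The adjusted p from limma was 0.634 and 0.362 in standard co-culture, 0.0304 and 0.217 with the replicate number as a block, and 0.0504 and 0.00774 in inverse co-culture. SDC4, on chromosome 2 from 164424247 to 164443887, had log2 fold changes of 0.63 and 1.05 in standard co-culture (adjusted p = 1 and 0.723, with the block 0.0293 and 0.163) and of 0.65 and 1.39 in inverse co-culture (adjusted p = 0.0431 and 0.00390). FN1, on chromosome 1 from 71585520 to 71653200, rose from 2890 ± 854 to 4900 ± 1180 FPKM in standard co-culture at 24 h and from 3000 ± 82.7 to 7280 ± 2180 at 72 h (adjusted p = 1 and 0.723, with the block 0.0274 and 0.310). In inverse co-culture FN1 rose from 2540 ± 566 to 5430 ± 1710 FPKM at 24 h (adjusted p = 0.0558) and from 3290 ± 315 to 9350 ± 656 at 72 h (adjusted p = 0.00475). With all 24 libraries in one model, the adjusted p of CHST11 in standard co-culture was 0.0405 at 24 h and 0.00991 at 72 h. It was 0.642 and 0.0222 for SDC4 and 0.899 and 0.0758 for FN1.

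**Figure D2:**
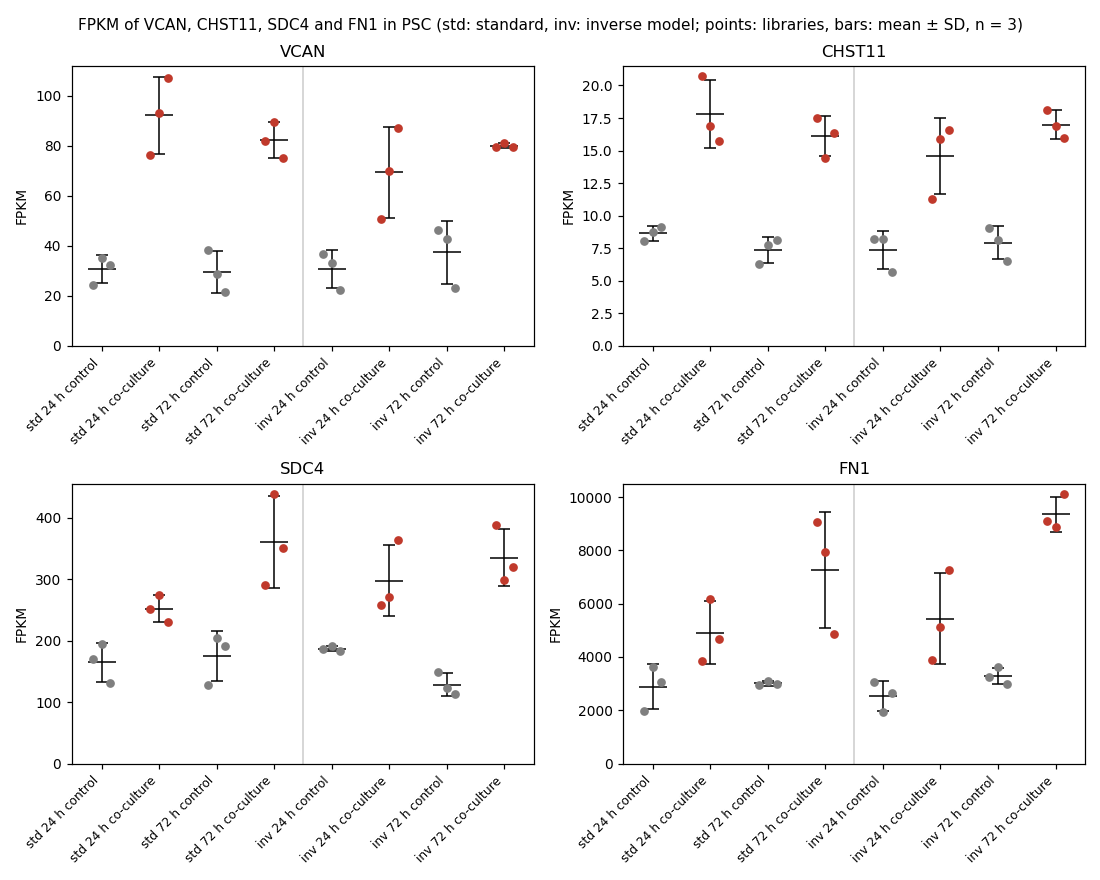
FPKM (y axis, linear from 0) of VCAN, CHST11, SDC4 and FN1 in control (grey) and co-cultured PSC (red) of the 8 groups (x axis). Points are the 3 libraries of a group and bars are mean ± SD; for each gene all 3 co-culture libraries lie above the 3 control libraries in each of the 4 comparisons.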

CHST11 and VCAN are up-regulated in both co-cultures at both time points (Table 4).

**Figure 9:**
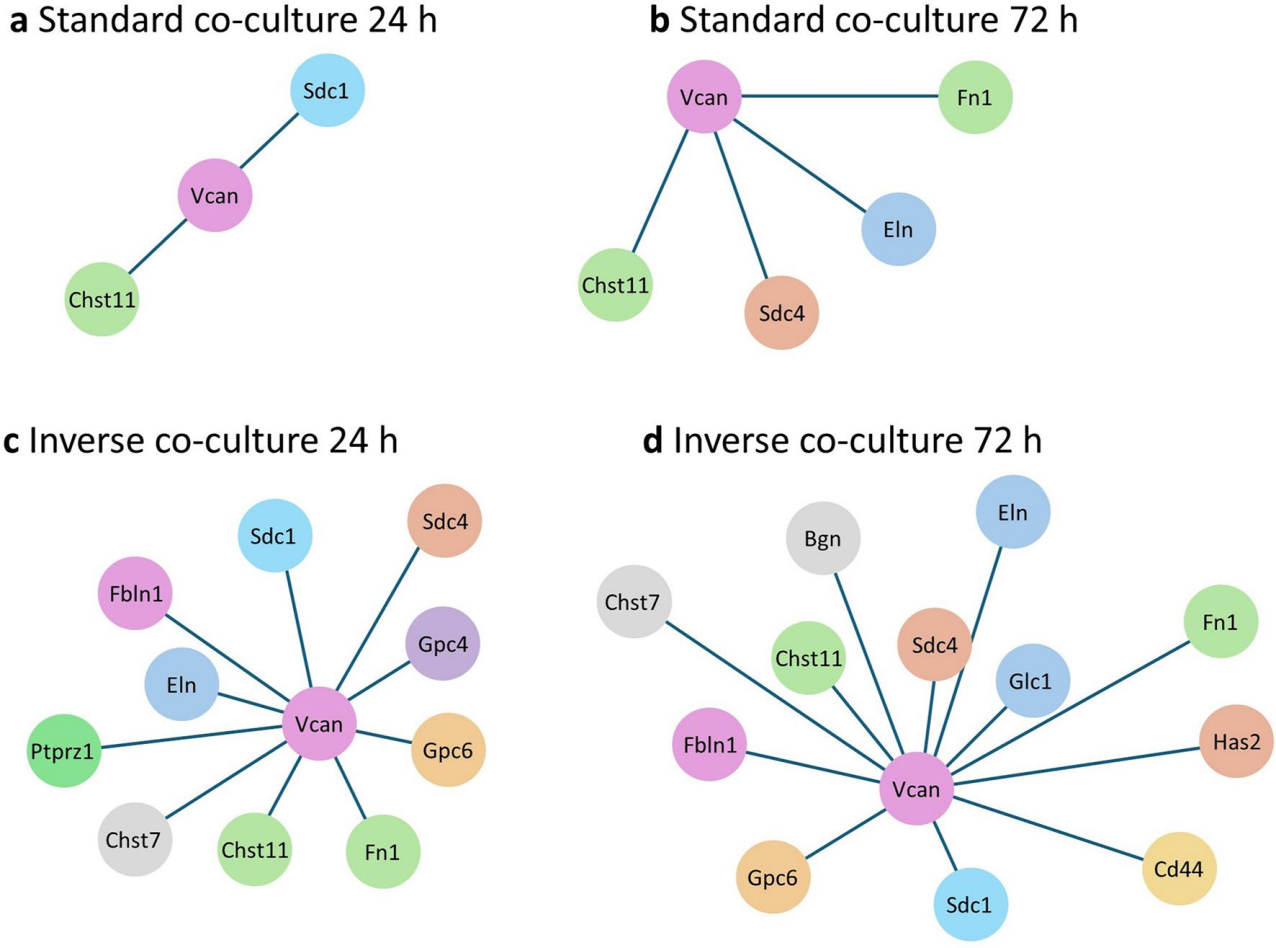
String PPI-networks of standard and inverse co-culture with VCAN first neighbor genes. First neighbor genes of VCAN in Standard co-culture at 24 h (**a**) and 72 h (**b**) and in inverse co-culture at 24 h (**c**) and 72 h (**d**).

**Table 3:** Subscores of first neighbor genes of VCAN in string PPI-network of all co-culture models (Fig. 9).

Node 1	Node 2		String Co-expression	Experimentally determined interaction	String database score	String textmining
VCAN	FN1	Fibronectin 1	0.132	0	0.949	0.944
	CHST1	Carbohydrate sulfotransferase 11	0.079	0	0.946	0.469
	SDC1	Syndecan 1	0	0	0.952	0.446
	ELN	Elastin	0.062	0	0.891	0.888
	SDC4	Syndecan 4	0	0	0.949	0.515
	CD44	CD44 antigen	0.069	0.164	0.988	0.164
	PTPRZ1	Protein tyrosine phosphatase receptor type Z1	0.061	0.047	0.801	0.795
	CHST7	Carbohydrate sulfotransferase 7	0	0	0.9	0.239
	FBLN1	Fibulin 1	0.088	0.089	0.97	0.967
	GPC6	Glypican 6	0.062	0	0.9	0.314
	GPC4	Glypican 4	0.077	0	0.9	0.302
	BGN	Biglycan	0.087	0.067	0.909	0.851
	GPC1	Glypican 1	0.073	0	0.941	0.425
	HAS2	Hyaluronan Synthase 2	0.12	0	0.821	0.805

**Table 4:** RNASeq differential gene expression in PSC of selected VCAN PPI-network genes in different co-culture models, n. s.: not significantly differentially expressed.

		Inverse 24 h (log 2 foldchange)	Inverse 72 h (log 2 foldchange)	Standard 24 h (log 2 foldchange)	Standard 72 h (log 2 foldchange)
VCAN	Versican	1.25	1.26	1.60	1.60
CHST11	Carbohydrate Sulfotransferase 11	1.06	1.27	1.07	1.22
SDC4	Syndecan 4	0.70	1.55	n. s	1.10
FN1	Fibronectin 1	1.10	1.60	n. s	1.30

### Quantitative RT-PCR

To validate the results of the above-described analysis, qPCR of selected genes was performed. Corresponding to the differential gene analysis of RNASeq data, the genes VCAN, CHST11, SDC4, and FN1 were significantly up-regulated compared to controls in most time points but at 24 h in Inverse co-culture (Fig. 10). The gene expression of the respective genes in control PSC over time has an influence on interpreting and understanding the data, as the values of the gene expression of the treated PSC are normalized by the values of the corresponding control PSC. Therefore, a comparative quantification analysis of the controls of each co-culture triplicate comparing 24 h controls against 72 h controls was performed (Fig. S5). There were no significant differences in gene expression in between 24 h control PSC and 72 h control PSC for the respective genes (VCAN, SDC4, FN1, CHST11).

**Figure 10:**
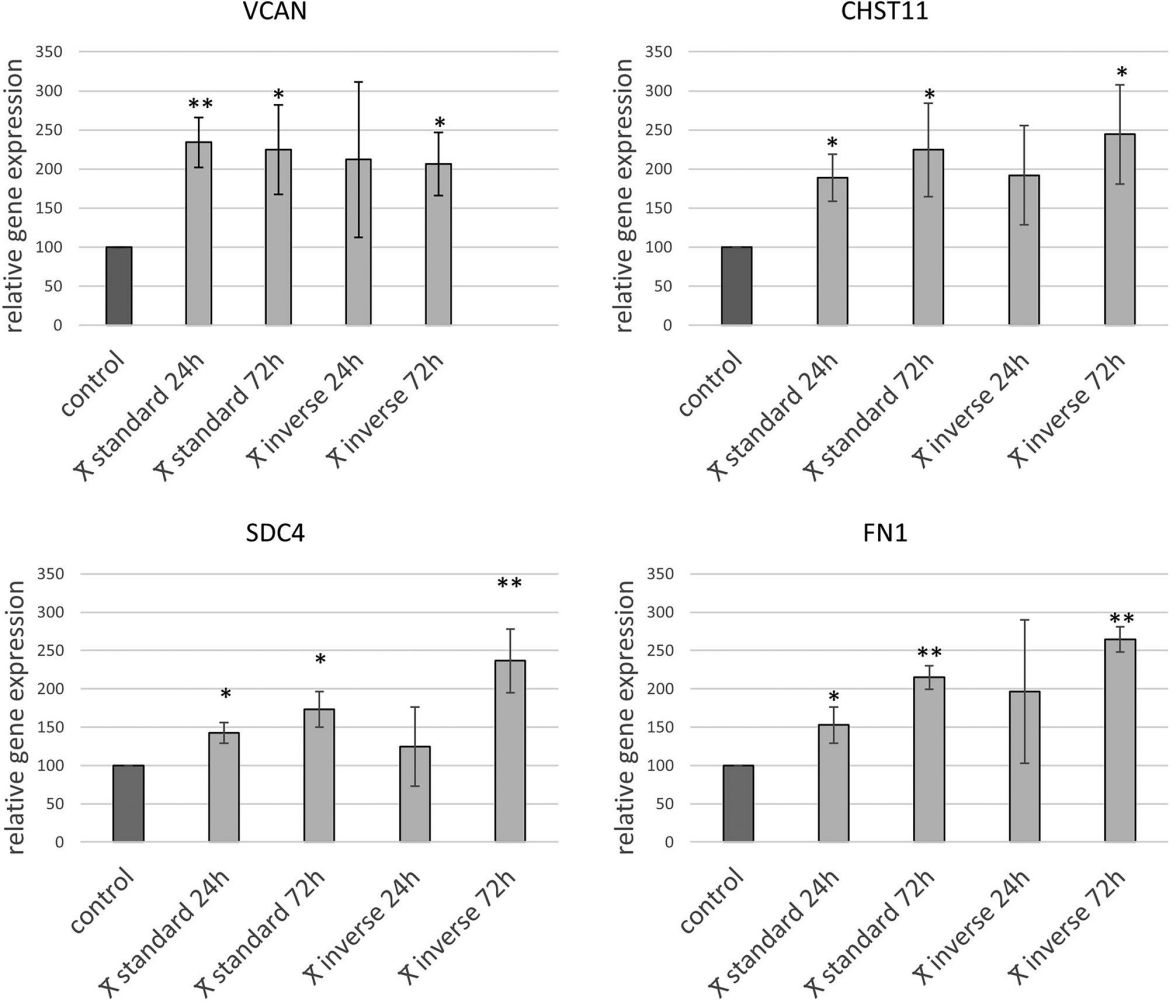
Comparative analysis of qPCR abundances of VCAN, CHST11, SDC4, and FN1 expression in PSC in standard and inverse co-culture at 24 h and 72 h; mean (n = 3) + /- SD; *p < 0.01; **p < 0.001.

### Immunocytochemistry

VCAN immunocytochemistry was performed on human PDA samples (n = 3) and normal pancreas (n = 3) next to cancer tissues. All PDA samples showed an enhanced stromal VCAN accumulation compared to normal pancreas, with a lower stromal expression (Fig. 11a–d).

**Figure 11:**
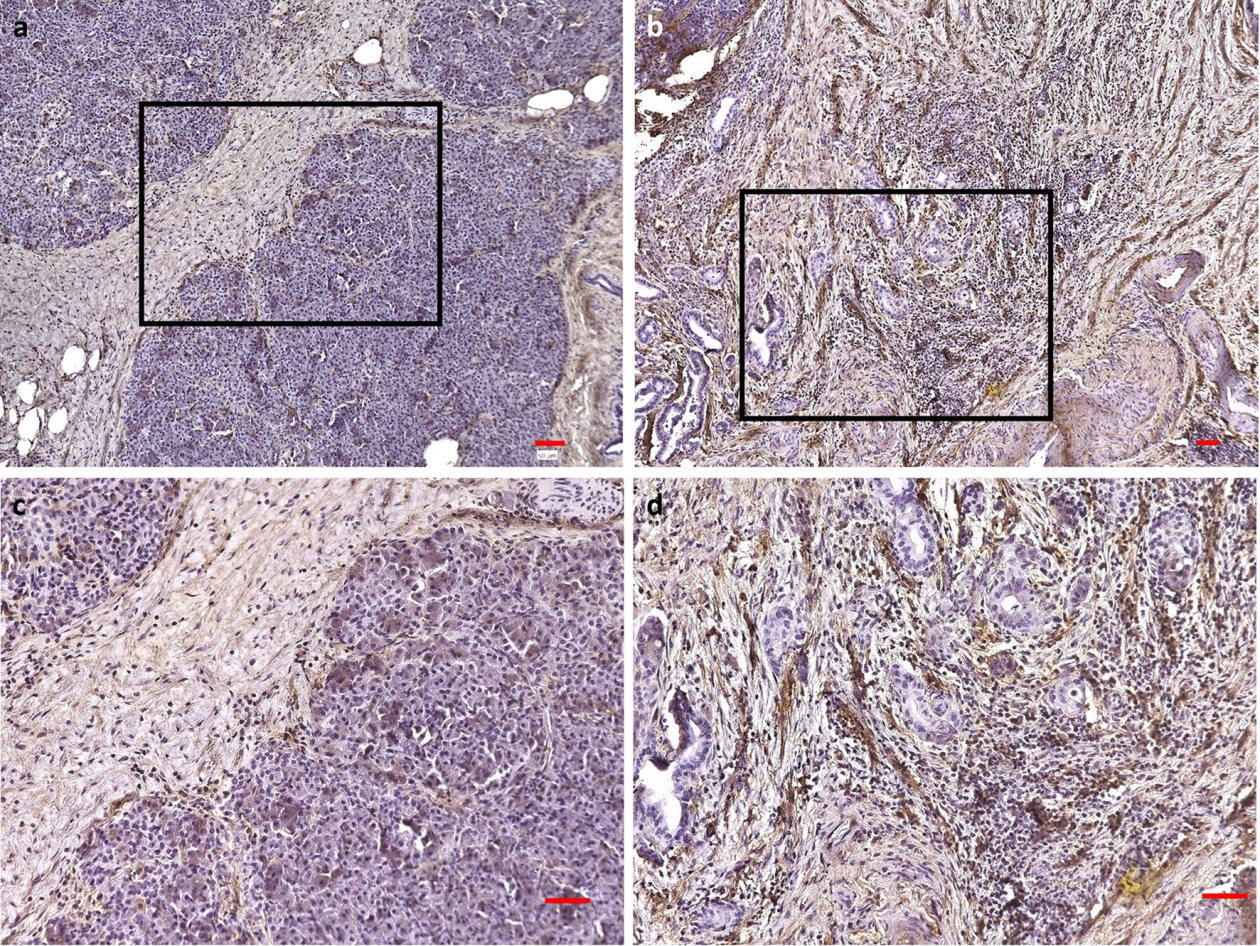
VCAN immunocytochemistry. VCAN immunocytochemistry in human normal pancreas next to cancer (**a**, **c**); **c** is magnified inset of **a** (magnification 20x). VCAN immunocytochemistry of human pancreatic cancer tissues (**b**, **d**); **d** is magnified inset of **b** (magnification 20x); scale bars 50 µm.

## Discussion

Given the increasing incidence, very low five-year survival rates^1^, and often late-stage diagnosis^2^, it is crucial to gain a more comprehensive understanding of the initiation and progression of PDA. PSC not only play a role in maintaining a healthy pancreatic stroma^4^ but also serve as a source of CAF within the PDA stroma^24^. Therefore, this work aimed to examine interactions between PSCs and cancer cells under various conditions to better understand their paracrine crosstalk. It has been shown previously in murine models that CAF adopt different phenotypes influenced by whether they have direct contact with cancer cells or only via paracrine effects^8^. In this work, the proximity of both cell types during paracrine communication was highlighted as a new parameter of this complex relation. Therefore, two different paracrine co-culture models with PSC and KPC cells, standard co-culture and inverse co-culture, differing by the distance of cells, were established.

PSC cannot be assigned to previously described CAF subgroups. Corresponding with findings in mice that juxtacrine interaction is needed for the induction of a myCAF phenotype^8^, PSC of both co-cultures did not show a myCAF gene signature. In inverse co-culture, enhanced expression of a subset of iCAF/apCAF markers and clustering for the respective gene sets in heat maps was observed at 72 h, even though there was also a subset of iCAF/apCAF markers with decreased expression. Co-culture periods were relatively short, as time points of RNA sequencing were chosen to investigate early interactions of PSC and cancer cells. Therefore, the period of interaction and communication might not have been long enough to induce a distinct CAF phenotype. This hypothesis is supported by the clustering of samples at 72 h, which is not yet evident at 24 h. Another reason for the heterogenous up-and down-regulation of genes in the respective gene sets might be a mixed CAF type, expressing some iCAF and some apCAF markers or a mix of iCAF and apCAF cells.

As a second approach to quantify the abundance of RNA transcripts, i.e. qPCR was conducted for selected genes. Results from RNA sequencing data were concordant with qPCR results, as significant up-regulation for investigated genes was observed at most the points, except for 24 h in inverse co-culture. Additionally, as no difference in expression of the analyzed genes between both controls, 24 h and 72 h, was found, this confirms that the observed trend in the comparison of treated PSC is caused by the treatment itself. Whereas direct comparison of values of RNA sequencing data and qPCR values is not constructive, qPCR can be a valuable tool to confirm observed trends in RNA Seq data, especially if differences of expression of selected genes are small^25^. Altogether findings of qPCR provide an independent validation of a part of RNA sequencing results.

RNA sequencing of PSC after 24 h and 72 h co-culture revealed that changes in PSC gene expression profiles occur after 24 h and increase over time in both co-cultures. 

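As a measure of the size of the change in each pair of same-numbered libraries, the SD of the log2 ratios of co-cultured over control PSC was taken over all tested genes. In the standard model it was 0.49, 0.41 and 0.36 in pairs 1, 2 and 3 at 24 h and 0.68, 0.51 and 0.42 at 72 h. In the inverse model it was 0.51, 0.45 and 0.61 at 24 h and 0.63, 0.61 and 0.81 at 72 h. Each pair had the larger SD at 72 h in both models, but these ratios also hold the noise of the 2 libraries of a pair.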

The maximum time of co-existence of PSC and KPC cells differed in standard co-culture and inverse co-culture due to technical reasons; therefore this has to be taken into consideration interpreting the results. It is shown, however, that already after 24 h of inverse co-culture the differential gene expression in PSC was many times over the differential gene expression of PSC cultured for 72 h in standard co-culture, suggesting that the specific co-culture method is the dominant driver of gene expression. 

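The difference between the models was tested as the log2 fold change in inverse minus that in standard co-culture, in one limma model over all 24 libraries and 14452 genes. At 24 h, 0 genes passed an adjusted p under 0.05 and 182 had an unadjusted p under 0.05, where chance gives 723. At 72 h, 0 genes passed and 501 had an unadjusted p under 0.05. With the replicate number within each model as a block, 0 genes passed at 24 h and 16 at 72 h, all 16 with a lower fold change in inverse co-culture. From the larger number of DEG at 24 h of inverse co-culture than at 72 h of standard co-culture, the paper proposes that the co-culture method itself drives gene expression in PSC.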

A reduced distance between PSC and KPC cells led to a 40 times higher number of differentially expressed genes in PSC. 

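The ratio of DEG between the models depended on how the spread between replicates was estimated. With each comparison fitted alone it cannot be given, since the standard model had 0 DEG. With all 24 libraries in one model, which gives both models the same estimate of spread, inverse co-culture had 11 DEG against 5 in standard co-culture at 24 h and 897 against 36 at 72 h. With the replicate number as a block in both models, the counts were 88 against 157 at 24 h and 902 against 1 (CCL6) at 72 h. Same-numbered libraries deviated together in the standard model (mean correlation 0.71 at 24 h and 0.52 at 72 h) but not in the inverse model (-0.09 and 0.02), and with the block in the standard model alone, chosen after the data were seen, the counts were 317 against 157 and 1678 against 1.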

Among relevant enriched signalling pathways such as cytokine interaction, cell growth, and proteoglycan metabolism in inverse co-culture, the pathway *Proteoglycans in cancer* was mutually enriched at 24 h and 72 h. Differential gene expression analysis revealed six genes that were expressed in common in PSC in both co-cultures at both time points. As genes expressed in common, independent of the experimental setup, might be very robust in activation and essential for early processes in the tumor microenvironment, these six genes were further investigated. The proteoglycan VCAN and the enzyme CHST11 were therefore identified as potential key genes.

VCAN is a chondroitin sulfate proteoglycan and a component of the extracellular matrix involved in various physiological and pathological biological processes. Expression and modification of VCAN are regulated by different pathways such as Wnt/ß-catenin and multiple factors such as interferons, growth factors, and miRNAs^26^. CHST11 is an enzyme of the CS proteoglycan biosynthesis, which can be found in the Golgi apparatus and facilitates the sulfation of chondroitin at the C4 position of N-acetylgalactosamine (C4-GalNAc), leading to the formation of the CS subtype CS-A, one of six different CS subtypes^27^. The sulfation pattern of VCAN in PDA differs from normal pancreas tissue. In PDA, 6-sulfated disaccharides are predominant, whereas in a normal pancreas, 4-sulfated disaccharides build most of the sulfation pattern^28^. In this study, CHST11, which catalyzes the creation of 4-sulfated disaccharides, was up-regulated. CHST1, which catalyses the creation of 6-sulfated disaccharides^28^, was not significantly altered. 

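CHST1, on chromosome 2 from 92599707 to 92615250, had 3.03 ± 2.15 FPKM in standard co-culture and 2.06 ± 0.445 in control PSC at 24 h, and 2.53 ± 1.84 and 2.30 ± 1.36 at 72 h (SD, n = 3 each). In the inverse model the values were 4.02 ± 1.13 and 2.70 ± 0.235 FPKM at 24 h and 3.81 ± 0.840 and 3.36 ± 0.534 at 72 h. The log2 fold changes were 0.29 and 0.05 in standard and 0.47 and 0.15 in inverse co-culture, with standard errors from 0.22 to 0.51 and adjusted p-values from limma of 1, 0.991, 0.405 and 0.665. With the replicate number as a block the adjusted p was 0.719 and 0.941 in standard co-culture.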

In previous studies chemical analysis of human PDA tissue revealed an up to 27-fold increase of VCAN with an altered sulfation pattern, shifting towards a richer chondroitin sulfate (CS) content of side chains. These changes could create a tumor-permissive environment, as CS chains are less likely to decelerate tumor cell migration than glycosaminoglycans like dermatan sulfate^28^. The abundance of CS chains in PDA compared to normal pancreas could also explain the elevated levels of CHST11, as the overall content of 4-sulfated disaccharides was much higher in PDA than in normal pancreatic tissue due to a higher CS content. Furthermore, the temporal dynamic of changes in the VCAN PDA sulfation pattern has not been investigated in detail yet and could play a role in the elevated CHST11 expression observed in this work. 

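Tested in the limma model over the 12 libraries of each model, the log2 fold change of VCAN changed by -0.08 from 24 h to 72 h in the standard model (standard error 0.31, adjusted p = 1) and by 0.00 in the inverse model (standard error 0.37, adjusted p = 0.999). The level of VCAN in control PSC changed by -0.07 in the standard (standard error 0.25, adjusted p = 1) and by 0.25 in the inverse model (standard error 0.27, adjusted p = 0.559) between the time points. With errors of this size, a change of the VCAN response of less than about 2 standard errors was not detectable. The replicate number did not enter these fits. As a block it lowered the median standard error of the difference between time points from 0.347 to 0.244 over the genes of the standard model.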

Interestingly, VCAN expression was consistently up-regulated throughout the observed time, at 24 h and 72 h, in RNA seq as well as in qPCR data, not showing an in- or decreased tendency of expression. This finding shows that VCAN upregulation begins as early as 24 h after co-culture with cancer cells. Whether a stronger upregulation of VACN occurs after extended co-culture time needs to be investigated in the future.

Carbohydrate sulfotransferases, such as CHST7, CHST11-13, or CHST15, have been suggested to be relevant in developing and progressing multiple types of cancer, as in PDA. In contrast, the exact roles of the enzymes in the PDA context have yet to be determined^29^. CHST11 may be important in tumor-associated VCAN sulfation patterns, especially in early stromal changes. In agreement with this hypothesis, CHST11 was recently found to be involved in a CAF signature of 12 genes that correlates with the overall survival of PDA patients and predicts a poor response to chemotherapy^30^. Further investigation is required to explore how and whether the upregulation of CHST11 is attributed to specific post-translational tumorigenic modifications of VCAN.

Fn1, as part of the VCAN PPI-network and up-regulated at 24 h in inverse co-culture, has been identified in a bioinformatic analysis of human PDA pathogenesis as one of the potential hub genes^31^. Fn1 is a glycoprotein of the ECM which plays a role in cell migration and adhesion processes^32^. In human PDA, Fn1 is the primary element of the tumour matrix^33^.

SDC4, as another up-regulated member of the VCAN-PPI network, has already been described in VCAN-PPI networks of breast cancer^34^. SDC4 is a transmembrane heparan sulfate proteoglycan that plays a role in extracellular matrix processes such as cell adhesion, organization of cell cytoskeleton, and cell motility. While Sdc4 is not present in PDA cells, upregulation in activated PSC was described. Syndecans also can influence tissue stiffness^35^, a notable concern in PDA, given the characteristic dense stroma associated with the disease.

The elevated levels of VCAN in this work are consistent with work from Emmerich et al., where even in the earliest stages of PDA in mice, VCAN production was detected by immunohistochemistry in epithelial and stromal cells^36^. Corresponding to these findings, in this work, the immunohistochemistry of human PDA samples showed an enhanced VCAN expression compared to the healthy pancreas. Both epithelial and stromal cells can be sources of VCAN. VCAN derived from myeloid cells acts anti-inflammatory, whereas VCAN from stromal cells is part of the inflammatory response that occurs in most cancers by interacting with immune cells, chemokines, and growth factors^26^. This study does not provide evidence of whether the increased VCAN gene expression in PSC has a protective or cancer-permissive effect; hence, obtaining a better understanding of the pro- and anti-tumorigenic functions of VCAN is essential. Despite the abundance of identified potential key genes in PDA bioinformatic studies, VCAN was consistently described as one of the relevant hub genes in PDA^31,37^, which emphasizes the possible key role of VCAN.

As VCAN is part of various structures in the human body, it would be interesting if specific PDA-modified VCAN variants exist, if there is shedding into the bloodstream, and how it could be detected and even be used as a biomarker. For a more detailed understanding of PSC-KPC crosstalk, it would have been beneficial to conduct RNA sequencing on PSC and KPC cells. The analysis of VCAN expression and VCAN PPI networks in KPC cells would have helped to gain a deeper insight into the complex interactions of cancer and stromal cells.

In conclusion, this study shows the importance and influence of the distance of cells to each other regarding changes in gene expression profiles. VCAN was identified as one of the potential key genes altered through early PSC cancer cell crosstalk, and further studies investigating the role of VCAN in PDA initiation and progression are needed.

### Supplementary Information

Supplementary Figures.

## Data Availability

All data generated or analyzed during this study will be provided by the corresponding author (A.Z., ) at reasonable request.

# Supplementary material for: Distance-depending transcriptome changes of pancreatic stellate cells in paracrine pancreatic ductal adenocarcinoma co-culture models
**Source:** Sci Rep. 2024 Aug 4;14:18030. doi: 10.1038/s41598-024-68148-6
**Supplement:** Supplementary file 1 — Supplementary Figures.

# **Distance-depending transcriptome changes of pancreatic stellate cells in paracrine pancreatic ductal adenocarcinoma co-culture models**

Anais Zourelidis <sup>1</sup> \*, Bogusz Trojanowicz <sup>1</sup>, Yoshiaki Sunami <sup>1</sup>, Gerd Hause <sup>2</sup>, David Vieweg <sup>1</sup>, Jörg Kleeff <sup>1</sup>

Light microscope image of cell-culture insert membrane surface

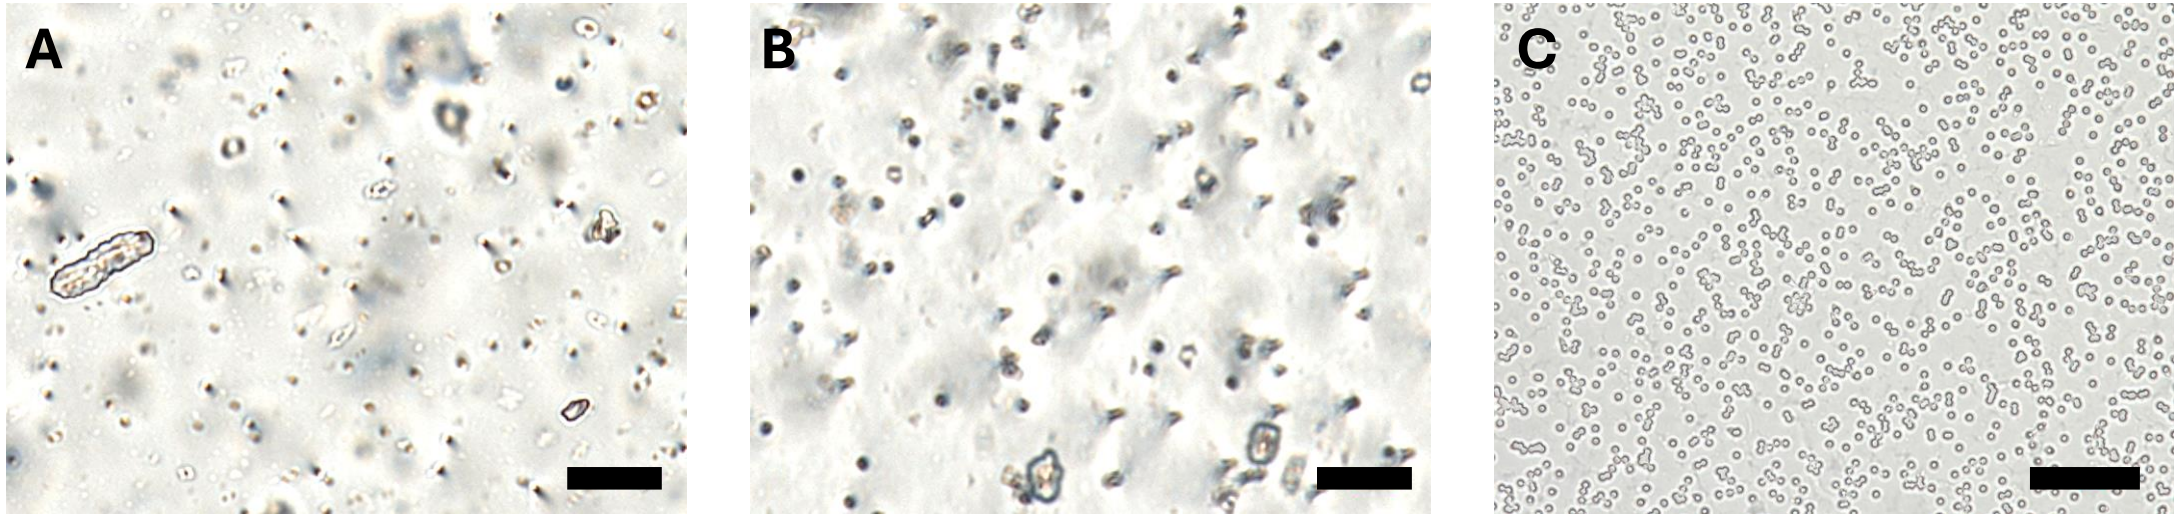

*Figure S1: Light microscope image of 0.4  $\mu\text{m}$  (A), 1  $\mu\text{m}$  (B) and 3  $\mu\text{m}$  (C) pore membranes show distribution of pores. Scale bars represent 10  $\mu\text{m}$  (A, B) and 50  $\mu\text{m}$  (C).*

## PSC immunocytochemistry

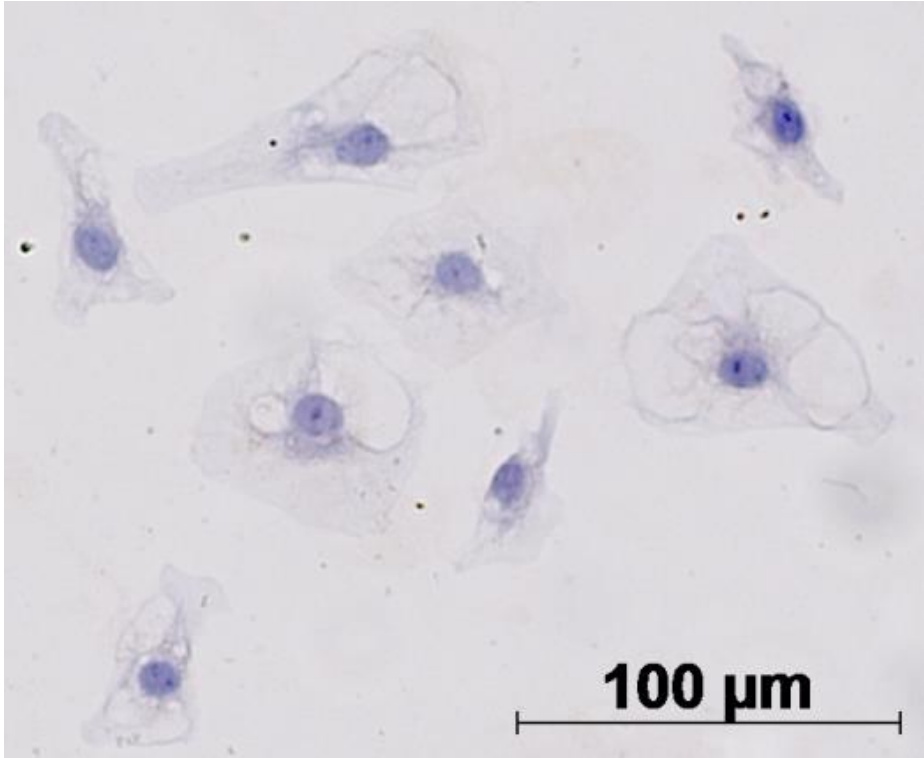

*Figure S2: Immunocytochemistry of murine PSC.  
PSC show no staining for the epithelial marker CK19.*

## PSC-KPC co-culture electron microscopy

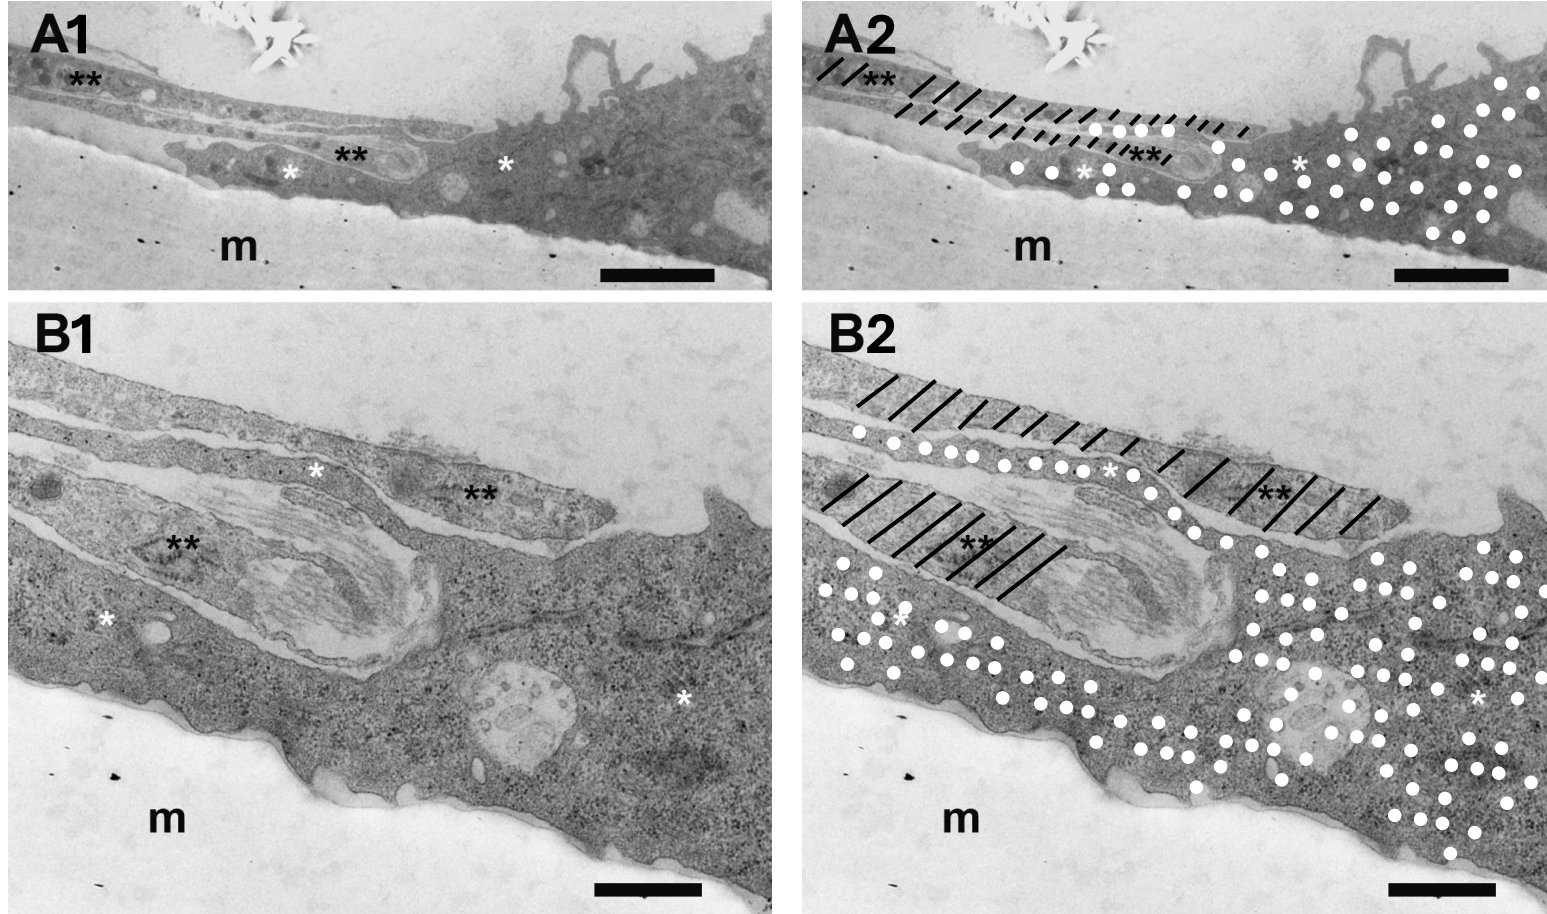

*Figure S3: Electron microscopy images of inverse co-culture membrane with 3  $\mu\text{m}$  pores after 72 h co-culture. An overview (A 1/2) shows that KPC (\* /dots) and PSC (\*\* /stripes) are both found on top of the membrane (m). At higher magnification (B 1/2) it is visible, that protrusions of both cells are intertwined with each other. Scale bars represent 2  $\mu\text{m}$  (A1/2) and 0.5  $\mu\text{m}$  (B1/2).*

## PCA of PSC control samples

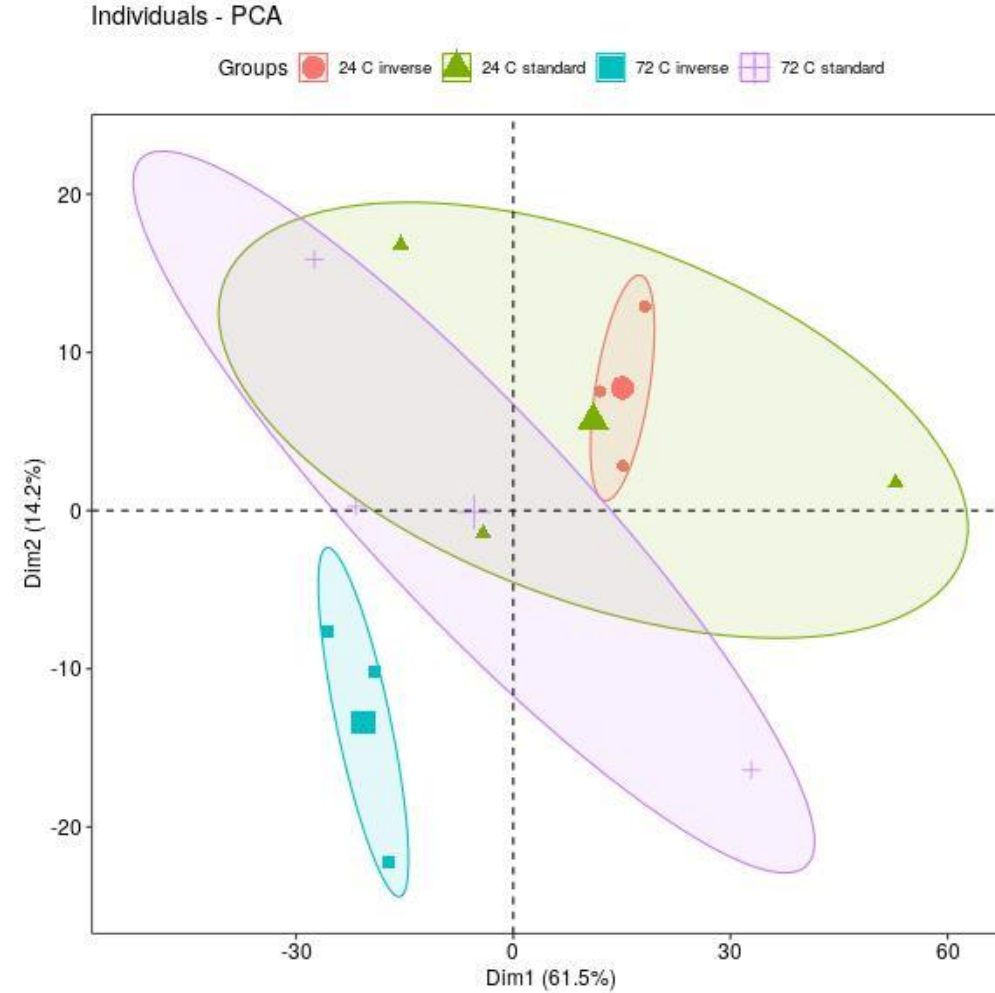

*Figure S4: PCA of control PSC of standard co-culture and inverse co-culture model. Displayed groups: control PSC at 24 h of standard and inverse co-culture and control PSC at 72 h of standard and inverse co-culture (C= control), n=3 for each group.*

qPCR PSC control samples

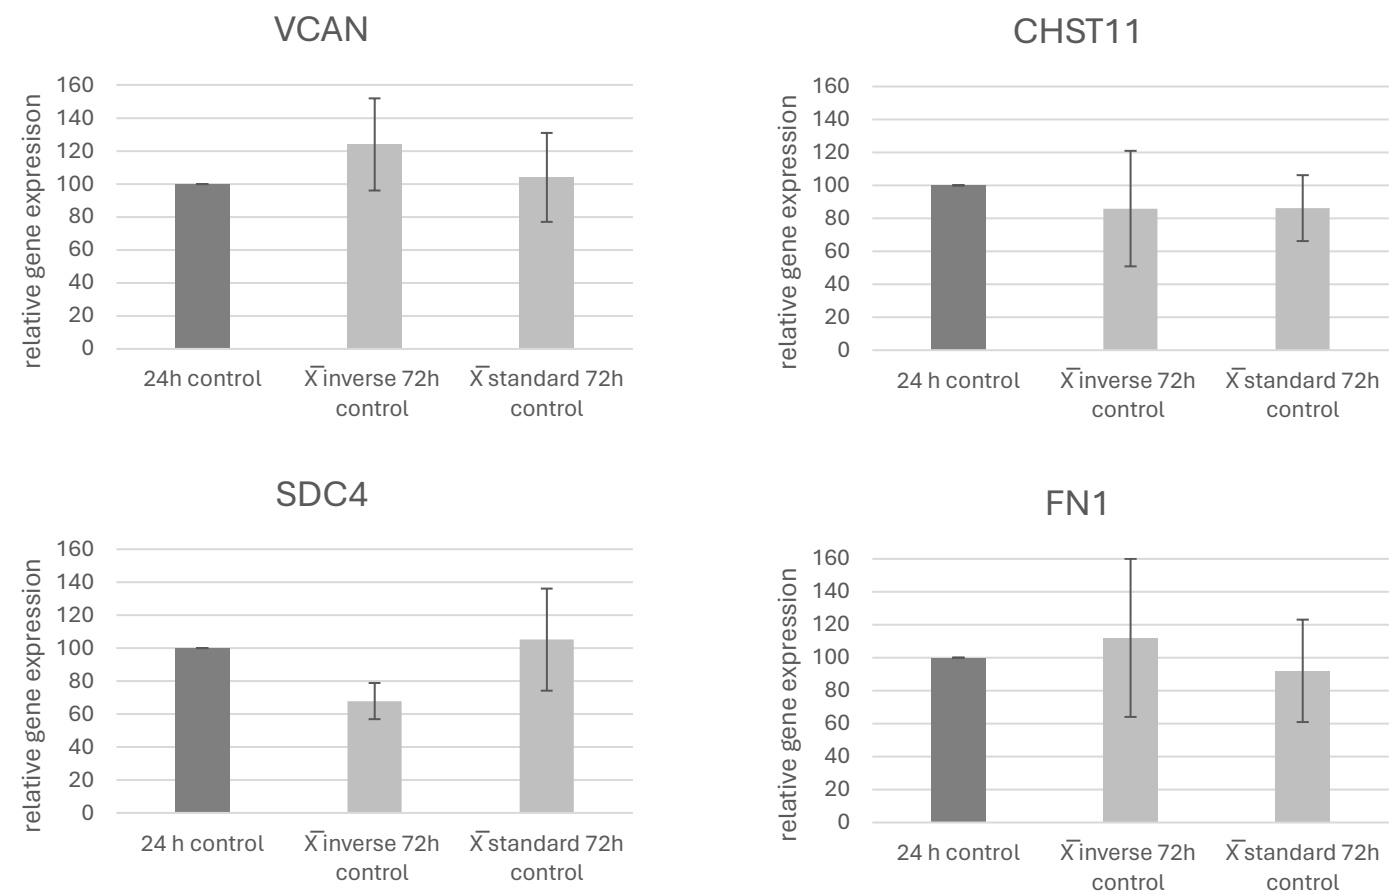

Figure S5: Comparative analysis of qPCR abundances of VCAN, CHST11, SDC4, and FN1 expression in PSC control samples in standard and inverse co-culture compared at 24 h and 72 h; mean (n=3) +/- SD; All differences are not significant (p>0.05).

How the deposited data were processed for this re-analysis (not part of the article)

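RNA of PSC from standard and inverse co-culture and from mono-cultured control PSC was sequenced at 24 h and 72 h, with 3 libraries in each of 8 groups. The authors had adapter, N-rich and low-quality reads removed, aligned the reads with HISAT2 to the mouse genome GRCm38.p6, counted fragments per gene with featureCounts, and deposited FPKM values of 53801 genes in 24 libraries. FPKM values are relative to the total of each library, with no scaling between libraries beyond that. Counting was run with default parameters, which for featureCounts disregard the strand, and the release of the gene annotation is not stated in the paper's text. The authors called DEG with DESeq2 from the counts, which are not used here. Some genes may be missing from the values used here, so counts of genes refer to these 53801.

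Genes were matched to the GENCODE M21 annotation of GRCm38, which covered 53706 of them. The number of counted fragments of each library was recovered from low FPKM values, between 92.54% and 93.44% of which were whole multiples of the value of 1 fragment, and ranged from 15932737 to 24798761. Of the 28892 genes above 0 in any library, 27214 (94.2%) gave whole fragments in all libraries. The fragments recovered per gene summed to between 90.8% and 92.3% of these totals. At the median of 18860269 fragments, an FPKM of 1 in a gene rests on few fragments if the gene is short, so changes of short genes with a low FPKM are less precise.

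Values were compared with limma 3.58.1 in R 4.3.3, with its moderated test with an intensity trend on log2(FPKM + 0.5), two-sided, with Benjamini-Hochberg adjustment over the genes tested and no limit on the fold change. The genes tested had an FPKM above 1 in at least 3 of the libraries compared. Each co-culture was compared with its own control over their 6 libraries. The difference between the models was tested over all 24 libraries, and controls were compared over time and between models over the 6 libraries concerned. A difference between the time points within a model, tested over its 12 libraries, was added after the data were seen. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1, so no single-gene permutation test is given, and adjusted p-values come from limma. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 23 lists and 4 comparisons, and by Fisher's exact test, one-sided for each direction, against all genes tested. All 23 lists were written by hand before the data were examined, as lists of the Kyoto Encyclopedia were not used here, and 9 more were written afterwards. A list for microRNAs in cancer was not made, and the myCAF list is hand-written, because the paper's text does not list its genes. Principal components were computed from log2(FPKM + 1) of genes scaled to unit variance, with the same filter over the 12 libraries used, and libraries were clustered by complete linkage of Euclidean distances on gene-wise z-scores. Pearson correlations between replicates used log2(FPKM + 1) of all genes listed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the annotation, the tables and the plots.

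Genes are named by a rule set before the data were examined, namely every gene that the paper names in its text, its tables and Figs 6 and 9, and for each co-culture comparison the 3 DEG with the largest fold change that changed the same way in all 3 pairs of same-numbered libraries. Genes behind small counts that this rule does not cover are named as such. Pairs of libraries with the same replicate number were compared because the numbers may stand for shared isolations, which the paper's text does not state.

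The alternatives tried were pseudocounts of 1 and 0.1, no filter and a filter on a mean FPKM above 5, scaling by the median of gene ratios, quantile normalization, the moderated test without an intensity trend, other libraries in the model (all 24 for a comparison of 2 groups, and the 12 of the time point for the difference between models), the replicate number as a block, adjusted p limits of 0.5 and 0.01, and each library left out in turn. For gene lists, an estimated inter-gene correlation and Fisher's exact test were tried, for the clustering average linkage, and for the principal components unscaled genes, the 500 most variable genes and raw FPKM. limma's voom on the recovered fragments was planned for gene lengths given with the values, and as none are given, it was run with lengths from the annotation, a choice made after the data were seen.

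The fits were tested on simulated data with the spread of the 72 h libraries of each model, in which 200 genes were changed. The 24 h libraries were not simulated. With a log2 change of 2 in the inverse model at 72 h, 161 of 194 changed genes tested (83%) were called, with 8 false calls among 178. With a log2 change of 1, 41.1% were called, and 30.8% in the standard model at 72 h. With effects shared by same-numbered libraries, 0 of 196 genes changed by 1 were called in the standard model, and 59.2% of those changed by 2. Once the replicate number entered as a block, no gene changed by 1 was called in either model, while of those changed by 2 the share called was 73.7% in the inverse and 40.4% in the standard model, and 63.5% and 55% with shared effects.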

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

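Of the tests in this part and in the other observations, 21 were chosen before their result was seen. The other 6 were chosen afterwards, namely those of macrophage markers between replicate numbers and of their correlation, of the scaling behind the share of falling genes, of the spread of standard controls, and the tests of adipocyte genes against the 24 h controls and in the standard model. The targets of HIF1, ATF4, SREBP2, NF-kB, TGF-beta and SRF/YAP, interferon-stimulated, mitochondrially encoded and adipocyte genes were lists written after the data were seen.

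Gene lists stood out because the effect of co-culture differed between the models, tested with camera on the inverse minus the standard log2 fold changes in 64 tests over 32 lists. At 24 h, where the median of all genes was -0.05, the mean difference was 0.05 for Ribosome (adjusted p = 7.45e-05), 1.26 for epithelial markers (2.42e-05), 0.79 for mesothelial markers (0.00231), 0.19 for HIF1 targets (0.00128), 0.09 for SREBP2 targets (0.0445), 0.88 for interferon-stimulated genes (3.21e-14) and 0.32 for NF-kB targets (0.0441). At 72 h, where the median was -0.07, it was 0.16 for Cell cycle (0.0142), 0.13 for Ribosome (5.68e-11), -0.43 for Fatty acid metabolism (9.06e-06), 0.85 for epithelial (0.0142) and 0.70 for mesothelial markers (0.0251), -1.35 for macrophage markers (0.0251), 0.41 for ATF4 targets (1.36e-08), -0.62 for SREBP2 targets (2.84e-07), 0.30 for interferon-stimulated genes (0.00441), 0.12 for TGF-beta targets (0.0255), 0.16 for SRF/YAP targets (0.0134), -0.50 for mitochondrially encoded (2.34e-06) and -2.30 for adipocyte genes (2.42e-24). Libraries of different models are not paired, so these differences have no pairs of their own, and those within each model are given below for the lists that are weighed. These are 20 of 64 tests. With the block of replicate numbers 25 passed, all 20 among them, and with median-ratio scaling 16 of the 20 did, but with the inter-gene correlation estimated for each list 0 of 64 passed. A positive difference need not be a rise in inverse co-culture. Interferon-stimulated genes at 72 h had means of -0.29 in inverse and -0.54 in standard co-culture, so they were lower than in the controls of both models. At 24 h their mean was 0.91 in inverse co-culture, with 1.76, 0.87 and 0.09 in pairs 1, 2 and 3, and 0.01 in standard co-culture. No explanation was tested for the lists that are not taken up again. For single genes, 0 passed at 24 h (182 with an unadjusted p under 0.05) and 0 at 72 h (501), and as a count of 0 is reached by any assignment of the 6 pairs to the models, the 10 of 10 assignments with as many at each time point show nothing. With the block 16 genes passed at 72 h, and 1 of the 10 assignments of the 6 replicate numbers, the real one, gave as many (at most 5 in the others), a comparison added after the data were seen, in which 10 assignments cannot exclude a random one.

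Epithelial markers stood out because the paper does not weigh them as such in the sequencing, KRT8 being one of the apCAF genes of Fig. 6. Over 6 markers, the mean log2 ratio of co-culture over control was 1.10 in the inverse model, above 0 in 6 of 6 pairs, and 0.04 in the standard model, above 0 in 4 of 6. In replicates 1, 2 and 3 of inverse co-culture, KRT8 was 0, 15.2 and 2 FPKM at 24 h and 0.919, 0.088 and 3.14 at 72 h, KRT18 0.192, 11.7 and 1.08 and then 0.383, 0 and 1.23, and KRT19 1.64, 11.6 and 2.53 and then 1.83, 1.17 and 3.11, while KRT8 and KRT18 were 0 in all inverse controls. EPCAM was 0 in 5 of the 6 inverse co-cultures and 0.107 in the other, and 0.123 in an inverse control of 24 h. CDH1, another epithelial marker, was 0, 0.948 and 0.177 FPKM in replicates 1, 2 and 3 of inverse co-culture at 24 h. At 72 h it was 0.0534, 0 and 0.153, and it was 0 in all inverse controls. RNA of KPC cells, which sit on the same membrane, may be present in some of these libraries. Of the up-regulated DEG of inverse co-culture, 0 of the 139 and 0 of the 427 were under 0.1 FPKM in all 12 controls, but this count cannot exclude such RNA, since KRT8 and KRT18 were above 1 FPKM in fewer than 3 of the libraries compared and were not tested, and KRT19, an up-regulated DEG at 72 h with 0.176, 0.116 and 0 FPKM in its own controls, had 2.05 in a standard control. How much such RNA adds to other genes was not tested, so the explanation remains.

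The controls of the inverse model stood out because the paper compares single genes between their time points only by qPCR of 4 genes: 2516 genes differed between 72 h and 24 h, and only 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many, which with 4 splits cannot exclude a random grouping. In the standard controls 0 genes differed (127 with an unadjusted p under 0.05), so that 4 of 4 splits gave as many by necessity. With the block of replicate numbers it was again 0 (1155 with an unadjusted p under 0.05) against 1993 in the inverse controls, at a median standard error of 0.157 and 0.149. The spread shared by same-numbered libraries is thus not the only source of the difference in counts. But chance gives 648 standard genes with such a p, so the count of 0 does not show that the standard controls were unchanged. With all 24 libraries in one model the inverse count fell from 2516 to 225. The slope of the standard on the inverse changes was 0.34 over 2467 of the genes, 91.6% of which changed the same way, but as these genes were picked in the inverse controls, a slope under 1 is expected and does not show that the standard controls changed less. In a test of the difference between the models, 1 gene passed, GM4332, named because of this count, with a log2 difference of -1.02 (inverse minus standard, adjusted p = 0.0396), and 544 had an unadjusted p under 0.05, while with the block 2 passed, GM4332 again and PANK3 (1.34, adjusted p = 0.00186). The RNA input in the labels differs between the models, so a biological cause cannot be told apart from it. The medium differed as well. By the paper's methods, PSC of standard controls were given another medium when time counting began, while those of inverse controls stayed in the medium of seeding. Whether this adds to the difference was not tested.

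Adipocyte genes stood out because the paper does not weigh them as such, although it reports lipid metabolism pathways among the down-regulated DEG of inverse co-culture at 72 h. The mean log2 ratio of 32 of them was -2.44 in inverse co-culture at 72 h, below 0 in 3 of 3 pairs (-2.64, -1.31 and -3.37). Part of it rests on the controls, where the list rose by a log2 mean of 1.42 from 24 h to 72 h, but co-cultured PSC of 72 h were also below the controls of 24 h, by a log2 mean of -1.02. In standard co-culture at 72 h the mean was -0.14, with 0.83, -1.05 and -0.19 in the pairs. The standard controls had no common rise from 24 h to 72 h, with a mean of -0.12 and -0.88, 0.89 and -0.35 by replicate number. As the controls of the models differed in this, the -0.14 cannot show whether a fall belongs to the inverse model alone. A response in inverse co-culture may be present, given the -1.02, but fat-storing cells among the PSC that differ between libraries were not tested as an explanation.

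Genes with the largest changes stood out because the paper does not discuss them in this comparison. At 24 h of inverse co-culture these were SPP1 (log2 fold change 3.73), MT-TR (-3.13) and TMEM150A (2.82), and at 72 h PLIN1 (-4.32), CDO1 (-3.98) and ACSL1 (-3.79), each the same way in 3 of 3 pairs. MT-TR is 68 bases long, so its FPKM rests on few fragments, and with each replicate left out in turn its adjusted p ranged from 0.0171 to 0.194 (0.0488 with all). With all 24 libraries in one model, the adjusted p was 0.164 for SPP1, 0.0829 for TMEM150A and 0.292 for MT-TR. SPP1 and TMEM150A passed in 15 of 16 settings each, and MT-TR in 3 of 15. TMEM150A was lower in standard co-culture at 24 h (-1.42, adjusted p = 1) and higher at 72 h (1.90, adjusted p = 0.723), and rose by 0.14 in inverse co-culture at 72 h. No technical or biological explanation was tested for these 3 genes of 24 h, and PLIN1, CDO1 and ACSL1 are among the adipocyte genes and are weighed with them.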

How the results depend on the processing

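Which tests of explanations were chosen after the results were seen is stated above. Settings chosen afterwards include voom on the recovered fragments and the alternatives for the PCA of the controls. The block in the standard model alone and the distances over pairs with different replicate numbers alone were also chosen afterwards. For the changes below the cause was not tested. For single genes, 684 values of 70 results were computed under settings other than leaving out a replicate: 597 kept their direction and side of the limit, 48 were weaker, 39 stronger and 0 reversed.

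Counts of DEG changed as follows, in the order standard 24 h, standard 72 h, inverse 24 h and inverse 72 h, from 0, 0, 317 and 1678. With other libraries in the model they were 5, 36, 11 and 897, and 2 genes, STAC2 and CHST11, were DEG in all 4. The 5 were VCAN, STAC2, VDR, CHST11 and ACSL4. The block of replicate numbers gave 157, 1 (CCL6), 88 and 902, and 16 for the difference between models at 72 h. Of these, 85 of 88 and 852 of 902 were also DEG without the block. Same-numbered libraries of the inverse model did not deviate together (mean correlation -0.09 at 24 h and 0.02 at 72 h), so that a lower count with the block there is no sign of a weaker effect. At an adjusted p under 0.5 they were 1 (RCAN2), 17, 3219 and 8310, and at 0.01 inverse co-culture had 57 and 331. Without a filter the inverse counts were 50 and 888, and without an intensity trend 98 at 24 h. With voom the count of inverse 24 h was 480. The difference between models gave 2 DEG at 24 h (TRIM43B and GM18445) and 5 at 72 h (PBLD1, GM44171, GM14569, CLUH and GM39244) without a filter, and 3 at 72 h (SCARB1, SPA17 and CLUH) at an adjusted p under 0.5. For controls over time, the standard model gave 1 (SNORA41) without an intensity trend, and the inverse model, with 2516, gave 1425 without a filter, 225 with other libraries in the model, 8639 at an adjusted p under 0.5 and 928 at 0.01. Controls between models gave 2 at 24 h (SNORA69 and GM8034) and 2 at 72 h (POLD4 and GM22933) without an intensity trend, 1 (GM8034) and 1 (POLD4) at an adjusted p under 0.5, and 3 at 72 h (GM49512, GM4332 and CLUH) with other libraries in the model. The genes in parentheses were named after their values were seen. A block could not be estimated for controls between models.

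With each library left out in turn, DEG counts were from 0 to 0 in standard co-culture at 24 h and 72 h, from 67 to 412 in inverse co-culture at 24 h and from 368 to 1637 at 72 h, from 0 to 1 (TMEM150A) and 0 to 0 for the difference between models, from 0 to 0 and 1243 to 2369 for controls over time in the standard and the inverse model, and from 0 to 58 and 0 to 3 (POLD4, LIF and CSRNP1) between controls of the models. These 4 genes were also named after their values were seen. Genes in all 4 comparisons were from 0 to 0. The share of PC1 was from 36.2% to 42.3% in the standard model, from 25.6% to 29.5% in the inverse model and from 33.3% to 41.7% in controls. Of 411 values of single genes, 355 kept their direction and side of the limit, 45 were weaker, 5 stronger and 6 reversed. The reversed values were log2 fold changes, of -0.401 and -0.355 for IL6 standard 24 h (range -0.401 to 1.98), of -0.173 for CHST1 standard 24 h (range -0.173 to 0.743), and of -0.409, -0.135 and -0.129 for CHST1 standard 72 h (range -0.409 to 0.428), and the smallest adjusted p over these fits was 0.942, 0.801 and 0.683.

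Scaling by the median of gene ratios moved the median log2 fold change of all genes in inverse co-culture at 72 h from -0.16 to -0.005. The split of up- and down-regulated DEG changed with it, from 427 and 1251 (74.6% down) to 748 and 679 (47.6%), and to 677 and 677 (50%) with quantile normalization. At 24 h it changed from 139 and 178 (56.2%) to 179 and 144 (44.6%), and for inverse controls over time from 1331 and 1185 (47.1%) to 1145 and 1592 (58.2%). Both scalings bring the median fold change close to 0, so a share near 50% is built in, and the 47.6% does not show that the scaling caused the tendency towards down-regulation. Voom, without such centring and chosen after seeing the values, gave 77%, but it scales by library totals like FPKM and is no separate check. In inverse co-culture at 72 h the 10 most abundant genes held 14.5% of the FPKM total on average, and 10.9% in its controls. Of the DEG, 1106 of 1678 were shared after median-ratio scaling.

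Gene lists, all in inverse co-culture, were weaker with the correlation estimated for each list: at 24 h Cytokine-cytokine receptor interaction, Cell adhesion molecules and Regulation of actin cytoskeleton had an adjusted p of 0.458 and Focal adhesion of 0.672, and at 72 h Cell cycle, PI3K-Akt and Central carbon metabolism of 0.458 and Ribosome and Fatty acid metabolism of 0.765, so that 0 of 92 tests passed. With Fisher's exact test 14 passed in place of 15 in inverse co-culture, while the 7 of standard co-culture could not pass, as it had 0 DEG (371 and 800 with an unadjusted p under 0.05). Weaker were Cell adhesion molecules at 24 h (0.208), and at 72 h Cell cycle (0.0609), Ribosome (0.17), PI3K-Akt (0.122) and epithelial markers (0.0704). Ribosome and mesothelial markers at 24 h no longer passed either. Stronger at 72 h were Biosynthesis of amino acids (0.00567), Cholesterol metabolism (0.0105), Glycerolipid metabolism (0.000127) and Proteoglycans in cancer (0.0459). The up-regulated DEG of PI3K-Akt at 24 h (0.00092) and of the iCAF list at 72 h (0.00975) also passed. With the block, Focal adhesion had 0.0768, and Proteoglycans in cancer at 24 h changed its direction (0.949, from 0.949 to 0.982 over the alternatives with camera, and 0.982 without, while Fisher's exact test gave 0.0986 for up-regulated and 0.994 for down-regulated DEG). With median-ratio scaling Focal adhesion had 0.0785, PI3K-Akt 0.147 and Central carbon metabolism 0.0522. Over all alternatives, with Fisher's exact test in the direction of the shift, the adjusted p ranged from 1.77e-05 to 0.458 for Cytokine-cytokine receptor interaction, 0.00228 to 0.458 for Cell adhesion molecules, 0.000133 to 0.458 for Regulation of actin cytoskeleton, 0.000145 to 0.672 for Focal adhesion, 0.00109 to 0.458 for the gene list Cell cycle inverse 72 h, 2.27e-10 to 0.765 for the gene list Ribosome inverse 72 h, 0.00567 to 0.765 for Biosynthesis of amino acids, 0.0208 to 0.458 for the gene list PI3K-Akt extracellular matrix and growth factor genes inverse 72 h, 1.77e-05 to 0.458 for Central carbon metabolism, 0.000221 to 0.765 for Fatty acid, 0.0105 to 0.898 for Cholesterol and 0.000127 to 0.858 for Glycerolipid metabolism, and 0.0459 to 0.765 for Proteoglycans in cancer at 72 h.

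With the block, DEG among markers were 1 for iCAF, 0 for apCAF and 2 for myCAF at 24 h and 2 for apCAF at 72 h of inverse co-culture, and 12 over inverse co-culture in place of 21. In standard co-culture the block gave 1 for iCAF (TNFAIP6) and 1 for myCAF (TGFB1) at 24 h, and other libraries in the model gave 1 for iCAF (PTX3) at 72 h, named after their values were seen. The branch with the 72 h co-cultures held 12 libraries for apCAF genes with average linkage and 12 with median-ratio scaling, in place of 4, and 9 for myCAF genes with average linkage, in place of 12. The mean correlation between replicates was 0.939 with raw FPKM, 0.973 squared, 0.965 with filtered genes and 0.977 with a pseudocount of 0.1. The share of PC1 without scaling of genes was 56.1% in the standard model, 32.3% in the inverse model and 52.8% in controls, and with the 500 most variable genes 69.4%, 35.1% and 60%. On simulated data a log2 change of 1 was found in 30.8% of genes of the standard model at 72 h, and in 0 of 196 where same-numbered libraries shared effects, which limits what a count of 0 shows.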

Differences from the paper's values

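The tests of explanations play no part in this section. Of 39 values compared, 17 differed, which means for a count that one value was more than 1.5 times the other, for a share of PC1 that it was so and by more than the SD over fits with a library left out, and for a correlation or a log2 fold change that the difference was larger than the error or the signs differed. An alternative is said to be within the limit when by this rule it does not differ, which for counts can leave a sizeable gap. The paper gives 19 DEG in standard co-culture at 24 h, 52 at 72 h and 800 in inverse co-culture at 24 h, and here they were 0 (371 with an unadjusted p under 0.05), 0 (800) and 317. For standard 72 h, other libraries in the model gave 36 and was within the limit, and the other alternatives set before the data were examined were not. For standard 24 h and inverse 24 h none of them was, the block giving 157 in the former.

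Fig. 8 of the paper has 6 genes in all 4 comparisons, 26 in field c, 14 in field d and 1 in field a, and here each was 0, as standard co-culture had 0 DEG (371 and 800 with an unadjusted p under 0.05 at 24 h and 72 h). With other libraries in the model, field d had 21 and was within the limit, while field c had 6 and the genes in all 4 were 2, STAC2 and CHST11. At an adjusted p under 0.5, field c had 11 and field d 3. For field a, the block gave 1 gene and reached the paper's number with CCL6, another gene than the paper's TNFSF15, and other libraries in the model gave 3, VCAN, VDR and ACSL4. CCL6 and VDR were named after their values were seen. No alternative was within the limit for the genes in all 4 or for field c.

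The paper's mean correlation between replicates is 0.964 (its SD is 0.018), and its lowest is 0.905, and here they were 0.987 and 0.966. Filtered genes gave 0.965 and 0.908, both within the limit, and squared r (0.973) and a pseudocount of 0.1 (0.977) were within it for the mean, while raw FPKM (0.939) was not.

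In Fig. 4a of the paper about 13 genes rise and about 6 fall, and in Fig. 4b about 41 rise and about 11 fall, read by eye, against 0 of each here (371 and 800 with an unadjusted p under 0.05). An adjusted p under 0.5 gave 8 falling genes at 72 h, within the limit, and no alternative was within it for the other 3. In Fig. 4c about 450 rise and about 350 fall, read by eye, against 139 and 178, and only voom, chosen after seeing the values, with 284 falling genes, was within the limit for the latter. In Fig. 4d about 1100 rise, read by eye, against 427, and median-ratio scaling, with 748, was within the limit but still lower. The share of PC1 in Fig. S4 is about 62%, read by eye, against 39.8%, while unscaled genes (52.8%) and the 500 most variable genes (60%), both chosen for controls after seeing the values, were within the limit. By the rule above, 0 of the 14 log2 fold changes of VCAN, CHST11, SDC4 and FN1 that the paper gives differed. For CHST11 in inverse co-culture at 72 h, however, the paper's value was further from the one here than its standard error.

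The paper calls CHST11, FN1 and HGF as DEG in inverse co-culture at 24 h, and here their adjusted p was 0.0504, 0.0558 and 0.0576, with log2 fold changes of 0.94, 1.07 and 0.58 above 0 in 3 of 3 pairs. Over the settings it ranged from 0.00986 to 0.181, from 0.0109 to 0.285 and from 0.0244 to 0.526. CHST11 passed with a pseudocount of 1, with a filter on a mean FPKM above 5, with other libraries in the model and with voom, and FN1 passed with that filter and with voom. HGF passed with that filter, with both scalings and with voom. Each of the 3 passed in 1 of the 6 fits that left out a replicate. The paper also calls HGF in inverse co-culture at 72 h, and here its log2 fold change was 0.32, above 0 in 2 of 3 pairs, with an adjusted p of 0.230, from 0.0956 to 0.492 over the settings. In standard co-culture the paper calls the 6 genes of field b at both time points. With the block all 6 were called at 24 h, and with other libraries in the model 4 were called at 24 h and 6 at 72 h. Of the genes of field c, 13 were called in standard co-culture at 72 h with other libraries in the model, HGF and SDC4 among them, and of field d 2, CHRDL2 and PTX3. In inverse co-culture at 24 h, CDR2L and UGCG passed with the filter on a mean FPKM above 5 and with voom, BMP4 with the block and with voom, and PTPRJ with voom, while UGCG, BMP4, PTPRJ and MGARP also passed in fits that left out a replicate. At 72 h, PQLC1, SLC2A3 and CREB3L3 passed with both scalings, and SLC2A3 and CREB3L3 also with other libraries in the model and in a fit that left out a replicate. F5 passed under no setting at either time point. Voom was chosen after seeing the values. The paper lists TNFSF15 in standard co-culture at both time points and in inverse co-culture at 72 h. Here it was DEG in inverse co-culture at 72 h, with a log2 fold change of 3.07 (adjusted p = 0.0325, from 0.00956 to 0.11 over the settings), higher in 3 of 3 pairs. In standard co-culture its log2 fold changes of 1.54 and 1.97 were above 0 in 3 of 3 pairs at both time points, with an adjusted p of 1 and 0.702 and a smallest one of 0.118 and 0.227 over the settings. The paper states that Proteoglycans in cancer was enriched in inverse co-culture at 24 h and 72 h. A test on DEG of both directions together, as in the paper, was not run here, and camera looks only for a common direction. The hand-written list had mean log2 fold changes of -0.05 and -0.07, with an adjusted p from camera of 0.982 and 0.114. Fisher's exact test gave 0.0986 and 0.0459 for its up-regulated DEG, so that it passed at 72 h (with the block 1 and 0.00311), and the adjusted p from camera ranged from 0.949 to 0.982 and from 0.0867 to 0.765 over the alternatives.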

Other observations

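The tests listed as chosen afterwards at the start of the first part were also chosen afterwards here.

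Inverse co-culture had more DEG than standard co-culture. With the block of replicate numbers, which takes the spread shared by same-numbered libraries out, the ratio of inverse to standard DEG was 902 at 72 h but 0.561 at 24 h (88 against 157). Same-numbered inverse libraries did not deviate together, as given above, and the block there raised the median standard error at 24 h from 0.164 to 0.181. With the block in the standard model alone the counts were 317 against 157 at 24 h and 1678 against 1 (CCL6) at 72 h. In a simulation of the 72 h libraries, a block recovered fewer of the genes with a log2 change of 2, so the 2 counts of 72 h are not on equal terms. The 24 h libraries were not simulated. There the block lowered the median standard error of the standard model from 0.237 to 0.125. With all 24 libraries in one model, which gives both models the same estimate of spread, they were 11 against 5 and 897 against 36, so the spread of the standard model may account for part of the difference at both time points. Pair by pair the fold changes were not larger throughout, since the smallest SD of log2 ratios of an inverse pair at 72 h was 0.61, below the 0.68 of a standard pair. Over 1638 DEG of inverse 72 h the slope of the standard on the inverse fold changes was 0.45, with 93% in the same direction (r = 0.78 across genes, which are not independent replicates), which is under the slope of 1 that the same response would give, but the genes were picked in the inverse model. For 313 genes picked at 24 h the slope at 72 h was 0.86, with 93.6% in the same direction, while for 315 genes picked and compared at 24 h the slope was 0.57 (97.1%), and over all genes it was 0.38 at 72 h (74.5%) and 0.43 at 24 h (65.5%). How far the response is the same in both models therefore may depend on the genes looked at. Across genes, Spearman's rho of the log2 ratios with gene length was furthest from 0 at -0.18 over the 3 inverse pairs of 72 h, and that with GC content at -0.02, and neither had the same sign in all 3. The real grouping was the one of 4 splits with as many DEG in inverse co-culture at 24 h and 72 h, so 1 of 4, and with 4 splits a random grouping cannot be excluded. In standard co-culture at 24 h and 72 h and between the controls of the models at 24 h and at 72 h it was 4 of 4, which a count of 0 fixes beforehand (371, 800, 225 and 810 genes with an unadjusted p under 0.05). With the block, 1 of 4 splits of standard co-culture at 24 h, the real one, gave as many as 157 DEG, and the others gave 0. In the 6 splits that part fewer pairs, at most 1 gene passed.

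Libraries of the standard model with the same number deviated together, and one isolation per number could be the source. The ratio of XIST to Y-linked genes varied 2.84 times as much between as within numbers (permutation p = 0.116, 25 of 216 permutations), and 1.17 times in the inverse model (p = 0.375), but as the isolations were pooled at an equal sex ratio, this ratio can hardly show or exclude it. Macrophage markers varied 68.1 times as much between numbers in the standard model (permutation p = 0.00463, the smallest that 216 permutations can give), and 0.591 times in the inverse model (p = 0.611). Their mean was 35.8, 46.4, 68 and 116 FPKM in the 4 libraries with number 2 and from 3.17 to 15.5 in the other 8 of the model. Macrophages among the PSC of some isolations may therefore contribute.

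The mean log2 ratio of macrophage markers was -1.32 in inverse co-culture at 72 h, below 0 in 3 of 3 pairs. Their mean correlation over the 24 libraries was 0.91, and none of 1000 random lists reached it (highest 0.31, p = 0.001, the smallest that 1000 lists can give), but the standard libraries with number 2 weigh in this, and markers of one cell type may go together whatever makes them fall, so it does not tell whether the share of macrophages changed in inverse co-culture. In the inverse controls they rose by 1.16 from 24 h to 72 h.

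Targets of HIF1, tested as a sign of low oxygen, were higher in inverse co-culture, by a mean log2 fold change of 0.38 at 24 h (adjusted p = 2.35e-07 from camera) and 0.62 at 72 h (2.75e-15). They were higher in standard co-culture as well, by 0.19 (0.00045) and 0.58 (2.21e-15), in 3 of 3 pairs of each comparison. The difference between the models passed the limit at 24 h only, as given above, and at 72 h it was 0.05 (adjusted p = 0.184). At 24 h the means in pairs 1, 2 and 3 were 0.1, 0.1 and 0.93 in the inverse and 0.18, 0.32 and 0.08 in the standard model. The higher inverse mean at 24 h thus rests on pair 3. Targets of ATF4, a sign of amino acid shortage, had a mean of -0.03 in inverse co-culture at 24 h (adjusted p = 0.893, above 0 in 1 of 3 pairs) and of 0.58 at 72 h (2.71e-10, 2 of 3 pairs), so a shortage at both time points is not shown. In standard co-culture it was -0.02 (0.612, 2 of 3 pairs) and 0.17 (0.000732, 2 of 3 pairs). Low oxygen may contribute in both models, and no measure of oxygen was used here.

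The change of the share of falling genes to 47.6% with median-ratio scaling cannot tell whether a few genes took a larger share of the libraries, as the scaling itself centres the fold changes. The block of the standard controls, with 0 DEG (1155 with an unadjusted p under 0.05), is weighed above. The adipocyte values of -1.02 and -0.14 are weighed above.

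The 16 genes with a lower fold change in inverse than in standard co-culture at 72 h with the block were named after their values were seen. They include SCARB1 (-1.28, adjusted p = 0.0402), ACSL1 (-3.16, 0.0402), DGAT2 (-2.29, 0.0402), PLIN1 (-3.77, 0.0448), GPAM (-1.21, 0.00834) and STXBP6 (-2.35, 0.0136). KRT19 had a log2 fold change of 2.45 in inverse co-culture at 24 h (adjusted p = 0.0694) and 2.03 at 72 h (adjusted p = 0.0189), in 3 of 3 pairs at both.

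In control PSC from 24 h to 72 h, SDC4 changed by -0.55 in the inverse model (standard error 0.11, adjusted p = 0.0108) and by 0.07 in the standard model (adjusted p = 1). CHST11 changed by 0.11 and -0.22 and FN1 by 0.39 and 0.10 in the inverse and the standard model, with an adjusted p of 0.723 and 0.145 in the inverse and of 1 in the standard model.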
